# Single-Cell Transcriptomics Reveals the Molecular Anatomy of Sheep Hair Follicle Heterogeneity and Wool Curvature

**DOI:** 10.3389/fcell.2021.800157

**Published:** 2021-12-21

**Authors:** Shanhe Wang, Tianyi Wu, Jingyi Sun, Yue Li, Zehu Yuan, Wei Sun

**Keywords:** single-cell transcriptome, sheep, hair follicle, cellular heterogeneity, wool curvature

## Abstract

Wool is the critical textile raw material which is produced by the hair follicle of sheep. Therefore, it has important implications to investigate the molecular mechanism governing hair follicle development. Due to high cellular heterogeneity as well as the insufficient cellular, molecular, and spatial characterization of hair follicles on sheep, the molecular mechanisms involved in hair follicle development and wool curvature of sheep remains largely unknown. Single-cell RNA sequencing (scRNA-seq) technologies have made it possible to comprehensively dissect the cellular composition of complex skin tissues and unveil the differentiation and spatial signatures of epidermal and hair follicle development. However, such studies are lacking so far in sheep. Here, single-cell suspensions from the curly wool and straight wool lambskins were prepared for unbiased scRNA-seq. Based on UAMP dimension reduction analysis, we identified 19 distinct cell populations from 15,830 single-cell transcriptomes and characterized their cellular identity according to specific gene expression profiles. Furthermore, novel marker gene was applied in identifying dermal papilla cells isolated *in vitro*. By using pseudotime ordering analysis, we constructed the matrix cell lineage differentiation trajectory and revealed the dynamic gene expression profiles of matrix progenitors' commitment to the hair shaft and inner root sheath (IRS) cells. Meanwhile, intercellular communication between mesenchymal and epithelial cells was inferred based on CellChat and the prior knowledge of ligand–receptor pairs. As a result, strong intercellular communication and associated signaling pathways were revealed. Besides, to clarify the molecular mechanism of wool curvature, differentially expressed genes in specific cells between straight wool and curly wool were identified and analyzed. Our findings here provided an unbiased and systematic view of the molecular anatomy of sheep hair follicle comprising 19 clusters; revealed the differentiation, spatial signatures, and intercellular communication underlying sheep hair follicle development; and at the same time revealed the potential molecular mechanism of wool curvature, which will give important new insights into the biology of the sheep hair follicle and has implications for sheep breeding.

## Introduction

Wool is the critical textile raw material which is produced by the hair follicle of sheep. Therefore, it has important implications to investigate the molecular mechanism driving hair follicle development (Clavel et al., 2012; Liu et al., 2014). However, due to high cellular heterogeneity and the insufficient cellular, molecular, and spatial characterization of the hair follicle in sheep (Adelson et al., 2004; Yu et al., 2011; Saxena et al., 2019), the molecular mechanisms involved in the hair follicle development of sheep remains largely unknown.

The hair follicle is a unique composite organ, consisting of a variety of epithelial and mesenchymal lineage cells in a sophisticated structure (Rice and Rompolas, 2020; Zou et al., 2021). It cycles through phases of anagen, catagen, and telogen, which rely on tightly coordinated mesenchymal–epithelial interactions (Rendl et al., 2005; Avigad Laron et al., 2018). Hair follicle stem cell (HFSC) and dermal papilla cell (DPC) play a crucial role in hair follicle cycles, which was demonstrated by hair regeneration assay *in vitro* using the above cells (Greco et al., 2009; Kageyama et al., 2018; Lee et al., 2020). The research of hair follicles progressed rapidly since the molecular markers of HFSC and DPC had been identified (Jaks et al., 2008; Ohyama et al., 2012; Rompolas and Greco, 2014), such as keratin 15 (K15), CD34 in mice, and CD200 in humans for HFSC as well as SOX2 for DPC (Jaks et al., 2010; Rompolas et al., 2012; Morgan, 2014; Molina et al., 2018), which allowed isolation and characterization of these cells from follicles using fluorescence-activated cell sorting (FACS) (Rendl et al., 2005; Rezza et al., 2016). Besides, recent studies showed that immune cells, adipose cells, etc. in the skin play critical roles in regulating hair follicle development (Hsu et al., 2014). However, due to the lack of bulge structure and few available antibodies for sheep (Rogers, 2006), the marker genes of HFSC and DPC as well as other cells of the hair follicle in sheep are still elusive. Therefore, identification of the molecular markers and the signatures of all kinds of cells in hair follicles contribute to understanding the intercellular interaction and the molecular mechanism underlying hair follicle development in sheep.

Wool has curly characteristics in general, which is critical for wool performance and wool quality. It is still unclear on the genetic mechanism of wool curvature (Harland et al., 2018; Xiao et al., 2019). Through transgenic mice models and naturally mutated mice, the genes affecting hair curvature have been revealed (Johnson et al., 2003; Nakamura et al., 2013). Besides, a few genetic variations and genes, such as *KRT71*, *KRT74*, *TCHH*, *CUTC*, *IGFBP5*, and *WNT10A*, have been identified using genome-wide association study (GWAS) and whole-genome sequencing (WGS) (Cadieu et al., 2009; Harel and Christiano, 2012; Demars et al., 2017; Liu et al., 2018). Meanwhile, Eda and TGFβ signaling have been demonstrated to play an important role in regulating hair curvature (Fujimoto et al., 2008; Nissimov and Das Chaudhuri, 2014). Thibaut revealed that hair curliness was programmed from the bulb and was associated with asymmetry in differentiation programs (Thibaut et al., 2005). Furthermore, Driskell demonstrated a previously unrecognized heterogeneity in DPCs and revealed that Sox2-positive DPCs specified particular hair follicle types in mice, in which Sox2 was only expressed in the DPC of guard/awl/auchene follicles rather than in zigzag follicles (Driskell et al., 2009). Hu sheep, our research object, is famous for lambskin and high reproductive traits. Interestingly, Hu sheep could be segregated into two populations including curly population and straight population in terms of wool characteristics, which provide an excellent research material to study the biology of wool curvature. However, the mechanism of wool curvature is still unknown because of the inaccessibility in isolation and characterization of specific cells precisely.

Powered by single-cell RNA sequencing (scRNA-seq), the above problems could be well solved now. Single-cell gene expression studies enable one to profile transcriptional regulation in highly heterogeneous cell populations and complex biological processes (Chovatiya et al., 2021), which was applied in hair follicle biology researches (Joost et al., 2016; Ge et al., 2020; Haensel et al., 2020; Takahashi et al., 2020; Ge et al., 2021). Recently, Joost et al. used scRNA-seq to reveal unprecedented molecular details of cell types and states coordinating hair growth in mice (Joost et al., 2020). Nevertheless, such studies are lacking so far in sheep. From this perspective, we used 10×Genomics scRNA-seq to systematically dissect the cellular heterogeneity and to reveal the molecular pathways underlying hair follicle development and wool curvature using Hu sheep composed curly population and straight population. We provided a systematic view of the transcriptional landscape of sheep hair follicles and revealed the differentiation and spatial signatures underlying sheep hair follicle heterogeneity and wool curvature.

## Materials and Methods

### Animals

Hu sheep from Suzhou sheep breeding farm (Suzhou, Jiangsu, China) were used in this study. According to the wool length and curvature, curly wool lambs and straight wool lambs were selected to obtain lambskin samples. After infiltration anesthesia through hypodermic injection of 2% lidocaine hydrochloride (10 mg), skin samples approximately 1 cm^2^ and 2 mm deep were harvested from the body side of lambs. Subsequently, the wound was sewed up, and the sample was divided into two parts; one was kept in Dulbecco's modified essential medium (DMEM)/F12 medium (Gibco™, Cat#31331093) with penicillin-streptomycin (Gibco™, Cat#15240062), and the other was fixed with 4% paraformaldehyde (Solarbio, Cat#P1110) for subsequent analysis. All the experimental procedures with the sheep used in this study received prior approval from the Experimental Animal Manage Committee of Yangzhou University.

### Preparation of Single-Cell Suspension

To dissociate lambskin into single cells, skins from curly wool individuals (*n* = 3) and straight wool individuals (*n* = 3) were pooled from each group. In order to ensure the quantity of hair follicle cells for each group, we adopt two strategies for dissociation. For strategy 1, single hair follicles were isolated and dissociated into single cells. For strategy 2, the whole skin was dissociated into single cells. Finally, single cells from the two strategies were mixed as the final example. For hair follicle dissociation, skins were cut into small pieces, and the hair follicles were isolated via microdissection using a stereoscope. Collected hair follicles were incubated with pre-warmed (37°C) TrypLE (Gibco™, Cat#12604013) for a total of 15 min. Then, 3% bovine serum albumin (BSA) solution (Sigma-Aldrich, Cat#A1933) was added to the dissociated cell suspension to inactivate TrypLE enzymatic activity. For skin tissues, 2 mg/ml collagenase IV (Sigma-Aldrich, Cat#C4-BIOC) was used to digest lambskin tissues at 37°C for a total of 30 min. Then, the samples were centrifuged at 1,000 rpm for 5 min, and the supernatant was discarded. The precipitate was incubated with pre-warmed TrypLE (Gibco™, Cat#12604013) for a total of 15 min. After that, the skin tissues were mechanically dissociated into single-cell suspension through pipetting. The cell suspensions were then filtered through a 40 μm nylon cell strainer (Sangon Biotech, Cat#12604013). Subsequently, the suspension from hair follicles and skins were mixed and resuspended in 3% BSA after 3 times washing with cold 3% BSA solution. Viability and live cell count of samples were determined using Trypan blue and Countess II. The final cell concentration was around 1,000 cells/μl, with a cell viability greater than 90%.

### scRNA-Seq cDNA Library Preparation and Sequencing

Single-cell barcoding and library preparation were performed based on the 10×Genomics scRNA-seq platform (10×Genomics, Pleasanton, CA, United States) as described (Ge et al., 2020). Approximately 8,000 cells per sample were added to a single-cell master mix and to barcode with 10×barcoded gel beads. 10×Barcoded cDNA libraries were constructed using a 10×Genomics Chromium barcoding system following the manufacturer's instructions. Illumina HiSeq X Ten sequencer (Illumina, San Diego, CA, United States) was used for sequencing, and pair-ended 150 bp (PE150) reads were generated for downstream analysis.

### scRNA-Seq Data Analysis

The scRNA-seq data analysis was performed as previously reported (Ge et al., 2020). Briefly, The CellRanger (v2.2.0) software was used for analyzing raw sequencing data according to the 10×Genomics official pipeline (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger). The reads were aligned to sheep reference genome (https://ftp.ncbi.nlm.nih.gov/genomes/refseq/vertebrate_mammalian/Ovis_aries/latest_assembly_versions/GCF_002742125.1_Oar_rambouillet_v1.0/) using wrapped STAR software (https://github.com/alexdobin/STAR).

The quality control (QC) and cell clustering were analyzed with single-cell RNA seq Seurat software (v2.3.4) based on R environment (R version: 3.6.3, https://www.r-project.org/) following the online guide (https://satijalab.org/seurat/). We performed a clustering analysis on the integrated dataset based on UMAP (Uniform Manifold Approximation and Projection for Dimension Reduction) algorithm implemented in Seurat.

To construct single-cell pseudotime differentiation trajectory, we used Monocle (v 2.10.0) to order single cells along pseudotime according to the official tutorial (http://cole-trapnell-lab.github.io/monocle-release/docs/#constructing-single-cell-trajectories). Metascape (http://metascape.org/gp/index.html#/main/step1) was used to perform gene ontology (GO) analysis to investigate gene functions in each gene cluster.

### Identify Differentially Expressed Genes Between Curly Wool Lambskin Group and Straight Wool Lambskin Group in Specific Cells

We performed differentially expressed genes (DEGs) analysis to look at the difference between different groups in specific cell cluster using Seurat software following the official tutorial (https://satijalab.org/seurat/v3.0/immune_alignment.html). Here, we used the “avg.Idents” function to take the average expression of specific cells between different groups and used the “genes.to.label” function to generate the scatter plots, highlighting genes that exhibit dramatic changes. We used the “FindMarkers” function to identify the DEGs between the curly wool lambskin group and straight wool lambskin group in specific cells.

### Cell to Cell Ligand–Receptor Interaction Analysis

CellChat (http://www.cellchat.org/) (Jin et al., 2021) was used to analyze the intercellular communication networks from scRNA-seq data. We performed analysis according to R toolkit CellChat (https://htmlpreview.github.io/?https://github.com/sqjin/CellChat/blob/master/tutorial/CellChat-vignette.html). To infer the specific ligand–receptor pairs, we compared cell type-specific DEGs identified by Seurat with annotated ligand–receptor pairs compiled by Skelly (Skelly et al., 2018) as described previously (Ge et al., 2020).

### DPCs Isolation and Culture

Skin tissues were cut into small pieces with scissors, and single hair follicles were isolated using ophthalmic forceps (Sigma-Aldrich, Cat#F3767-1EA). Next, single hair follicles were incubated with TrypLE (Gibco™, Cat#12604013) at 37°C for 15 min, then the hair bulb was mechanically cut down with a 1 ml syringe needle, and the compact dermal papilla (DP) was squeezed out from the hair bulb. The obtained cells were collected and cultured using DPC medium in adherent culture dishes. The DPC medium consisted of DMEM/F12 media (Gibco™, Cat#31331093) supplemented with 20% fetal bovine serum (FBS, Gibc™, Cat#16140071) 40 ng/ml recombinant human fibroblast growth factor (FGF)-basic (bFGF, PeproTech, Cat#100-18B), penicillin (100 U/ml), and streptomycin (100 mg/ml). DPCs migrated from compact DP at 3–4 days after seeding. After culturing 10 days, we passaged DPCs. After that, cells were passaged every 2 days. DPCs in passage 2 were used to conduct immunofluorescence staining.

### Immunofluorescence Staining

For skin tissue section samples and cell samples, we performed immunofluorescence staining as described (Ge et al., 2020; Zhang et al., 2021). The primary antibodies and secondary antibodies used in this study are listed in Table 1. Hoechst 33,342 (Beyotime Biotechnology, Cat#C1022) was used for nuclei staining, and the slides were finally mounted with Anti-Fade Fluorescence Mounting Medium—Aqueous (Abcam, Cat#ab104135). Fluorescent pictures were taken under a LEICA TCS SP5 II confocal microscopy (Leica Microsystems GmbH, Wetzlar, Germany).

**TABLE 1:** List of antibodies used for immunofluorescence staining.

Antibody	Manufacture	Cat no
VIM antibody	Santa Cruz	sc-6260
IGF1 antibody	Santa Cruz	sc-518040
IGFBP3 antibody	Santa Cruz	sc-374365
KRT71 antibody	GeneTex	GTX107343
CUX1 polyclonal antibody	proteintech	11733-1-AP
Anti-BMP2 antibody	Abcam	ab214821
Anti-Corin antibody	Abcam	ab255812
VDR monoclonal antibody	proteintech	67192-1-Ig
Anti-PCNA antibody	Abcam	ab29
Anti-ACTA1 rabbit polyclonal antibody	Sangon Biotech	D121592
β-Catenin rabbit polyclonal antibody	Beyotime	AF5126
CYTB polyclonal antibody	proteintech	55090-1-AP
Anti-VCAN rabbit polyclonal antibody	Sangon Biotech	D223532
Goat anti-mouse IgG H&L (Alexa Fluor^®^ 555)	Abcam	Ab150114
Goat anti-rabbit IgG H&L (Alexa Fluor^®^ 555)	Abcam	Ab150078
Goat anti-rabbit IgG H&L (Alexa Fluor^®^ 488)	Abcam	Ab150077

## Results

### Single-Cell Sequencing and Characterization of Cellular Heterogeneity

To gain insight into the transcriptional heterogeneity of the anagen hair follicle cells and to clarify the molecular mechanisms of wool curvature, we performed scRNA-seq on Hu sheep skins from straight wool individuals and curly wool individuals (Figure 1A). 

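Skins of 3 straight wool lambs were pooled, skins of 3 curly wool lambs were pooled likewise, and each pool gave 1 library on the 10× Genomics platform. Suspensions of isolated hair follicles and of whole skin had been mixed before loading, so that the share of a cell type also depends on this mixing. With 1 library per group there was no spread between lambs to set a difference against, and no test between straight and curly wool was made. The authors deposited a table of 18161 genes in 14037 cells, which holds the natural log of 1 plus the UMI count scaled to 10000 per cell (a UMI marks 1 captured RNA molecule). UMI counts were calculated back from these values, and 100% of the 28552149 values above 0 gave a whole number within a tolerance of 0.01. The straight library held 57956122 UMIs, with a median of 7373.5 per cell and a range from 500 to 61799. The curly library held 77634565 UMIs, with a median of 7495 per cell and a range from 500 to 71653. For each class of cells, the UMIs of a gene were summed within each library, divided by all UMIs of the class in that library and given as CPM. Intervals are exact 95% Poisson intervals for counts and exact Clopper-Pearson intervals for shares of cells, and they cover counting error only. Differences are given as log2 of the curly over the straight CPM. Genes are named as in the table, except that KRT14 and KRT15 are listed there as LOC101118459 and LOC101117682. The authors aligned the reads to Oar_rambouillet_v1.0, and no position on that build is given.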

We detected 19,097 genes in skin cells for the straight wool group and 19,059 genes for the curly wool group. 

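At least 1 UMI was found for 17489 genes in the straight library and for 17596 genes in the curly library. Counting only genes seen in at least 3 cells gave 17061 genes in straight and 17227 genes in curly cells. Over both libraries 18136 genes had a UMI, and 25 genes of the table had none. Among the genes of the table, 3912 carry a locus symbol that starts with LOC in place of a gene name.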

After QC, we obtained 15,830 single-cell transcriptome profiles from these two groups (7,263 for the straight wool group and 8,567 single cells for the curly wool group) (Supplementary Figure S1).

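The table holds 6452 straight and 7585 curly cells. A straight cell had 2028.5 genes with a UMI at the median, and none had fewer than 303. The median of the curly cells was 1959 genes, and the most in a curly cell was 3998.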

**FIGURE 1:**
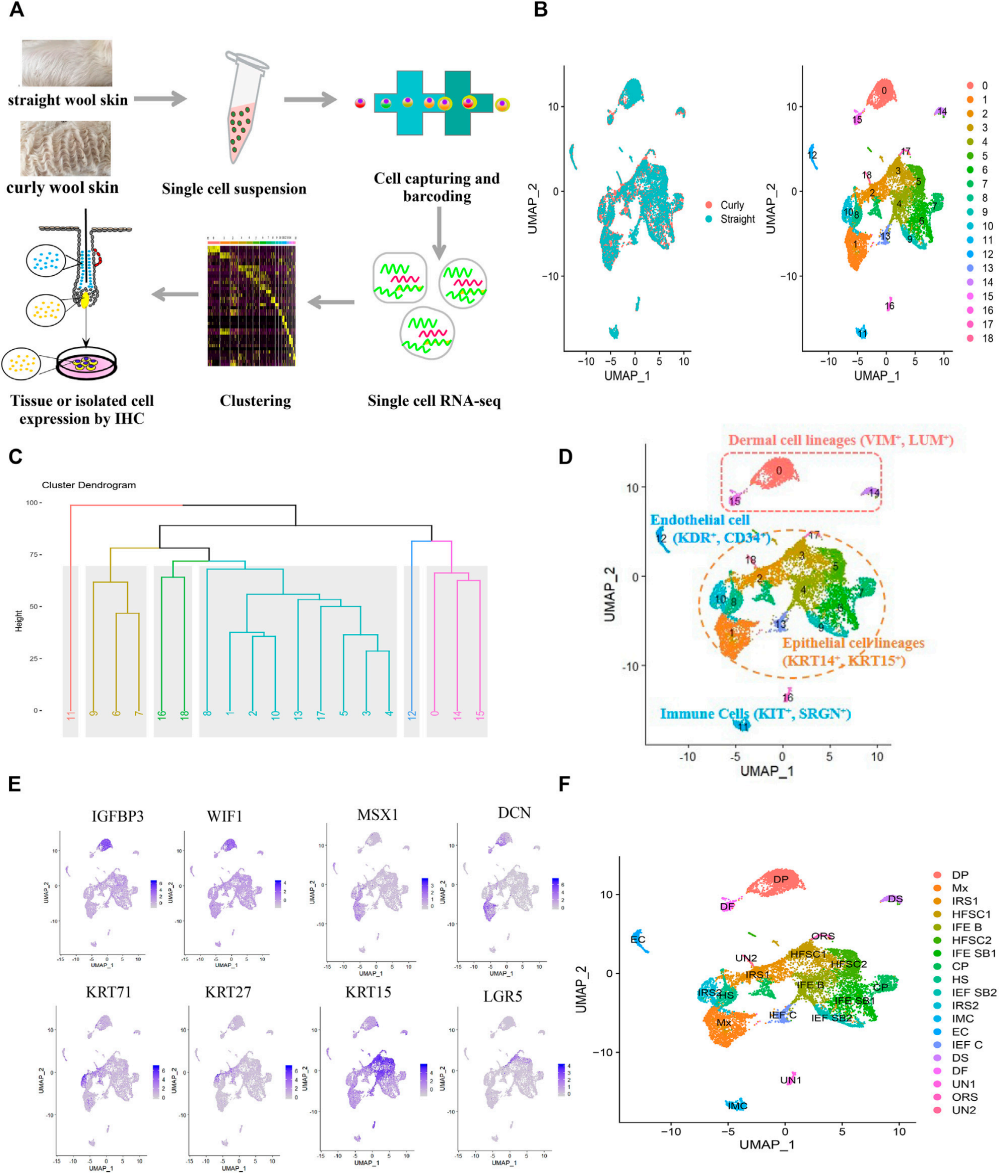
Single-cell sequencing and characterization of cellular heterogeneity of sheep lambskin. **(A)** Overview of the experimental workflow. **(B)** UMAP plot of sheep lambskin single skin cells. The left plot depicts UMAP plot of the integrated dataset from two different groups including straight wool and curly wool groups, and cells are different color-coded. The right plot depicts 19 transcriptional distinct cell clusters, and cells are color-coded with cluster information. Cells in the same cluster represent high similarity in transcriptome profile. **(C)** Hierarchical clustering on the 19 cell clusters. Six major branches with different color are revealed. **(D)** Characterization of major cell types in the sheep lambskin tissues in the UAMP plot. Cells are color-coded and are labeled with their cell identity. **(E)** Feature plot depicts representative gene expression of dermal cell, matrix, and HFSC. **(F)** Annotation of each cell cluster in the UAMP plot.

To dissect the cellular heterogeneity, we then performed UMAP dimension reduction analysis using all the single cells, in which the straight and curly datasets were integrated to identify differences and similarities in cellular composition. Unbiased clustering identified 19 clusters according to their gene expression profiles, and all cell clusters were present in straight and curly wool skins (Figure 1B), suggesting that differential gene expression profiles rather than cellular components played an important role in wool curvature. 

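The libraries were integrated by Seurat anchors (2000 variable genes, 30 dimensions), and clusters were taken at the lowest resolution that gave at least 19. Resolution 0.3 gave 18 clusters and resolution 0.4 gave 22, numbered from 0 to 21, and the latter were used. Each of the 22 clusters held cells of both libraries. The most uneven was cluster 18, with 43 straight and 190 curly cells, 81.6% of them curly. Clusters were named by marker genes as classes such as DPC-like or IRS-like, and 6 clusters without a clear name made up 15.7% of straight and 23.8% of curly cells. Matrix-like cells made up 9.83% of the straight and 14.4% of the curly library, IRS-like cells 1.72% and 5.17%, and HFSC-like cells 7.16% and 9.74%. Basal IFE-like cells made up 14.3% and 8.08%, and suprabasal IFE-like cells 13.6% and 13.4%. Immune-like cells fell from 4.65% in straight to 1.2% in curly wool skin, while contractile-like cells rose from 1.29% to 3.60%. The shares depend on the clustering, since HFSC-like cells were at 17.7% in straight and 10.9% in curly skin among cells with at least 1750 genes, and basal IFE-like cells at 5.30% and 5.59% at resolution 0.8. IRS-like cells made up more of the curly library under every alternative, though their straight share was 3.86% at resolution 0.5 and 5.25% among cells with at least 1750 genes. Among the alternatives tried, resolution 1.2 moved the number of clusters most, to 31, and each of the 31 also held cells of both libraries. Integration itself mixes the libraries, and without it the most uneven cluster, with 3 straight and 752 curly cells, was 99.6% curly. Among cells with at least 1750 genes the most uneven cluster had 87.3% of its cells from 1 library. From the presence of every cluster in both skins, the paper proposes that expression profiles rather than cellular components matter for wool curvature.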

To further characterize these cell clusters, hierarchical clustering was performed on the 19 cell clusters. The result revealed six major branches (clusters 0, 14, and 15; clusters 16 and 18; cluster 11; clusters 1, 2, 3, 4, 5, 8, 10,13, and 17; clusters 6, 7, and 9; and cluster 12) (Figure 1C), which reflected the relationship among different clusters to some extent, since clusters in the same branch have closer relationship. 

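Complete linkage of the Euclidean distances between the cluster means of the variable genes, divided into 6 branches, gave a first branch of 11 clusters. The second held clusters 3, 6 and 14, which were DPC-like and endothelial-like. The third held clusters 4 and 5, which were suprabasal IFE-like, with clusters 9 and 18, which were rich in KRT6A. Immune-like cluster 13 and unnamed cluster 21 each stood alone, and clusters 15 and 17 formed the remaining branch. With average linkage in place of complete linkage, the first branch held 15 clusters and endothelial-like cluster 14 stood alone.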

Through analyzing the expression of a series of well-recognized cell marker genes, we manually annotated these clusters into five major cell groups: epithelial cell lineages (clusters 1, 2, 3, 4, 5, 6, 7, 8, 9, 10, 13, and 17) expressed specific keratins such as KRT14, KRT15, KRT1, and KRT71 (Schweizer et al., 2007); dermal cell lineages (clusters 0, 14, and 15) expressed VIM and LUM (Kong et al., 2006); immune cells (cluster 11) expressed SRGN and KIT (Ge et al., 2020; Joost et al., 2020); endothelial cells (cluster 12) expressed KDR and CD34 (Detmar et al., 1998; Ge et al., 2020); and unknown cells (clusters 16 and 18) (Figure 1D). Furthermore, epithelial cell lineages could be divided into hair follicle epithelial cell lineages and interfollicular epithelial cell lineages according to the differentially expressed keratins. It is noteworthy that the characterization of cell types was consistent with our hierarchical clustering analysis, which further confirmed our cell-type annotation.

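KRT14 reached 9483 CPM in straight and 14646 CPM in curly basal IFE-like cells, against 888 and 621 CPM in endothelial-like cells. KRT1 was at 8573 and 9140 CPM in suprabasal IFE-like cells and at 192 and 452 CPM in basal IFE-like cells. VIM had 3789.5 CPM in straight and 3928 CPM in curly DPC-like cells, but 7630.4 and 9923 CPM in endothelial-like cells, and only 70.9 and 86.5 CPM in basal IFE-like cells. LUM had 159.6 CPM in straight and 197 CPM in curly DPC-like cells. It was seen in 22.6% and 14.5% of these cells, at a median depth of 5976 and 4272.5 UMIs. Endothelial-like cells, which should lack LUM, had it in 2.60% and 1.80% of cells, at a median depth of 5306 and 3820 UMIs. Cells of the DPC-like class that were fibroblast-like at resolution 0.8 had LUM at 1406 and 2417 CPM. SRGN had 7887 CPM in straight and 4958 CPM in curly immune-like cells, and 4.26 and 3.16 CPM in DPC-like cells. KIT had 348 and 206 CPM in immune-like cells and less than 1 CPM in DPC-like cells of both libraries. KDR had 155.5 CPM in straight and 129.5 CPM in curly endothelial-like cells, with 0.125 and 0.316 CPM in DPC-like cells. KRT1, SRGN, KDR and KRT14 are among the genes that named these classes, and without any of the 4 each cluster kept its name.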

To accurately identify each cell cluster, we compared the gene expression across the cell clusters based on differentiation expression analysis. Highly DEG expression profiles are shown in Supplementary Figure S2A to demonstrate cluster-specific expression. The full list of identified cell-type signature genes is documented in Supplementary Table S1. Then, we identified each cell cluster according to the expression of a series of well-recognized cell marker genes and cluster-specific genes. As a result, we revealed 14 major cell identities (Table 2): IGFBP3 and WIF1 highly expressing DPC cluster (cluster 0); MSX1 and DCN highly expressing matrix cluster (cluster 1); KRT71 and KRT27 highly expressing inner root sheath cell (IRS) clusters (cluster 2 and 10); KRT15 and LGR5 highly expressing HFSC clusters (clusters 3 and 5) (Figures 1E, F) etc., which showed the cellular heterogeneity of skin cells. In addition, we revealed some potential novel marker genes, such as CXCL14 specifically expressed in HFSC, ACTG2 specifically expressed in dermal sheath (DS) cell, and CRABP1and APOD specifically expressed in DPC (Supplementary Figure S2B). These specifically expressed genes should be further studied and validated.

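IGFBP3 had 5426 CPM in straight and 6918 CPM in curly DPC-like cells, against 457.9 and 960.9 CPM in endothelial-like cells and 60.1 and 20.9 CPM in matrix-like cells. WIF1 had 1570.4 and 682.4 CPM in DPC-like cells, with 12.2 and 6.94 CPM in endothelial-like cells. MSX1 was at 155.6 and 145.2 CPM in matrix-like cells and slightly higher, at 169.5 and 166.1 CPM, in hair shaft-like cells. DCN had 2449.5 CPM in straight and 3029 CPM in curly matrix-like cells, 501.6 and 999.1 CPM in hair shaft-like cells, and 80.4 and 52.0 CPM in endothelial-like cells. KRT27 had 2211 and 3503 CPM in IRS-like cells, and KRT25 had 10117.6 and 12460.4 CPM. KRT15 had 10207.8 CPM in straight and 8859 CPM in curly HFSC-like cells, and 4323 and 4420.4 CPM in basal IFE-like cells. LGR5 was seen in 44.2% of straight and 63.9% of curly HFSC-like cells, at a median depth of 6538.5 and 6011 UMIs, against 1.04% and 1.2% of endothelial-like cells. In ORS-like cells LGR5 had 144.1 CPM in straight and 75.9 CPM in curly skin, against 121.9 and 225.5 CPM in HFSC-like cells. Table 2 and the text give 34 pairs of a gene and a class that was named here, which leaves out the companion layer and the dermal fibroblasts, and 27 of them had their highest CPM among the named classes in the stated class in both libraries. SOX18, MSX1, ID3, LGR5, CXCL14, POSTN and KRT14 were the other pairs. Without integration the number was 22, the largest change among the alternatives, but no basal IFE-like, cycling-like or ORS-like class was named there, so that genes of these classes could not count. Of the paired genes 25 also took part in naming the clusters, so that their place was partly set in advance. When each of these was left out of the naming in turn, 3 of them (FGF5, VDR and POSTN) changed the name of a cluster. VDR and FGF5 are among the 27, though the ORS-like cluster 20 changed its name without either. Among the genes outside the naming, CRABP1, APOD, DCN, KRT27, KIT, CD34, ACTA1 and ACTG2 were highest in the stated class in both libraries, and CXCL14 was not.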

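CXCL14 had 5935 CPM in straight and 2512 CPM in curly HFSC-like cells. Its level was 4568 and 1840.2 CPM in ORS-like cells, 1914 and 3191 CPM in contractile-like cells, and 104.1 and 57.8 CPM in endothelial-like cells. ACTG2 had 16382 CPM in straight and 10323 CPM in curly contractile-like cells (cluster 15), against 431.6 and 1250 CPM in cluster 17, which is rich in DES and RGS5, and 13.0 and 10.4 CPM in endothelial-like cells. Cluster 15 also held keratins, with KRT5 at 4183 and 4062 CPM. CRABP1 had 2698 CPM in straight and 5190.4 CPM in curly DPC-like cells, and 39.8 and 70.5 CPM in endothelial-like cells. APOD had 2087 and 3917 CPM in DPC-like cells, while the next class, contractile-like cells, had 78.7 and 200.8 CPM. None of CXCL14, ACTG2, CRABP1 and APOD took part in naming the clusters.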

**TABLE 2:** Cell types and their corresponding marker genes analyzed from scRNA-seq.

Cluster	Cell type	Markers	References
0	Dermal papilla (DP)	IGFBP3, SOX18, WIF1	Weger and Schlake (2005); Rendl et al. (2008); Driskell et al. (2009)
1	Matrix (Mx)	MSX1, DCN, ID3	Choi et al. (2011); Yang et al. (2017); Joost et al. (2020)
2, 10	Inner root sheath (IRS)	KRT71, KRT25	Schweizer et al. (2007); Moch et al. (2013)
3, 5	Hair follicle stem cells (HFSC)	KRT15, LGR5, CXCL14	Liu et al. (2003); Yang et al. (2017); Miyachi et al. (2018)
4	Interfollicular epidermis basal (IFE B)	POSTN, KRT14	Gu and Coulombe (2007); Arima et al. (2015)
6, 9	Interfollicular epidermis super-basal (IFE SB)	KRTDAP, KRT1, KRT2	Bazzi et al. (2007); Torma (2011)
7	Companion layer (CL)	KRT6A, KRT14	Gu and Coulombe (2007); Joost et al. (2020)
8	Hair shaft (HS)	KRT35, KRT84	Yu et al. (2011)
11	Immune cells (IMC)	FCER1G, SRGN, KIT	Ge et al. (2020); Joost et al. (2020)
12	Endothelial cells (EC)	CD34, KDR	Detmar et al. (1998); Ge et al. (2020)
13	Interfollicular epidermis basal, cycling (IFE C)	TOP2A, BIRC5, KRT5	Joost et al. (2020)
14	Dermal sheath (DS)	ACTA1, ACTA2	Paquet-Fifield et al. (2009)
15	Dermal fibroblasts (DF)	VIM, LUM	Gupta et al. (2019)
16, 18	Unknown (UN)	—	—
17	Outer root sheath (ORS)	VDR, FGF5	Ota et al. (2002); Joost et al. (2020)

In order to verify the above-characterized cell types and these marker genes, we conducted immunofluorescence in skin tissue sections. The results were as follows: VIM were specifically expressed in dermal cell lineages, KRT71 were specifically expressed in IRS cells, VDR were specifically expressed in outer root sheath (ORS) cells, CORIN and α-SMA were specifically expressed in DS cells, PCNA were specifically expressed in matrix cells, IGF1 and IGFBP3 were highly expressed in DPCs, and CUX1 and CYTB were highly expressed in matrix cells and pre-cortex cells (Figure 2). In addition, we found that BMP2 and β-catenin, the most important signaling genes of the BMP and WNT pathways, were highly expressed in the anagen hair follicle epithelial cells. These results, together with cluster-specific marker gene expression indicated above, reinforced that the results of cell populations characterization are reliable. Together, these analyses here firstly characterized the different cell populations within the skin tissues of sheep.

**FIGURE 2:**
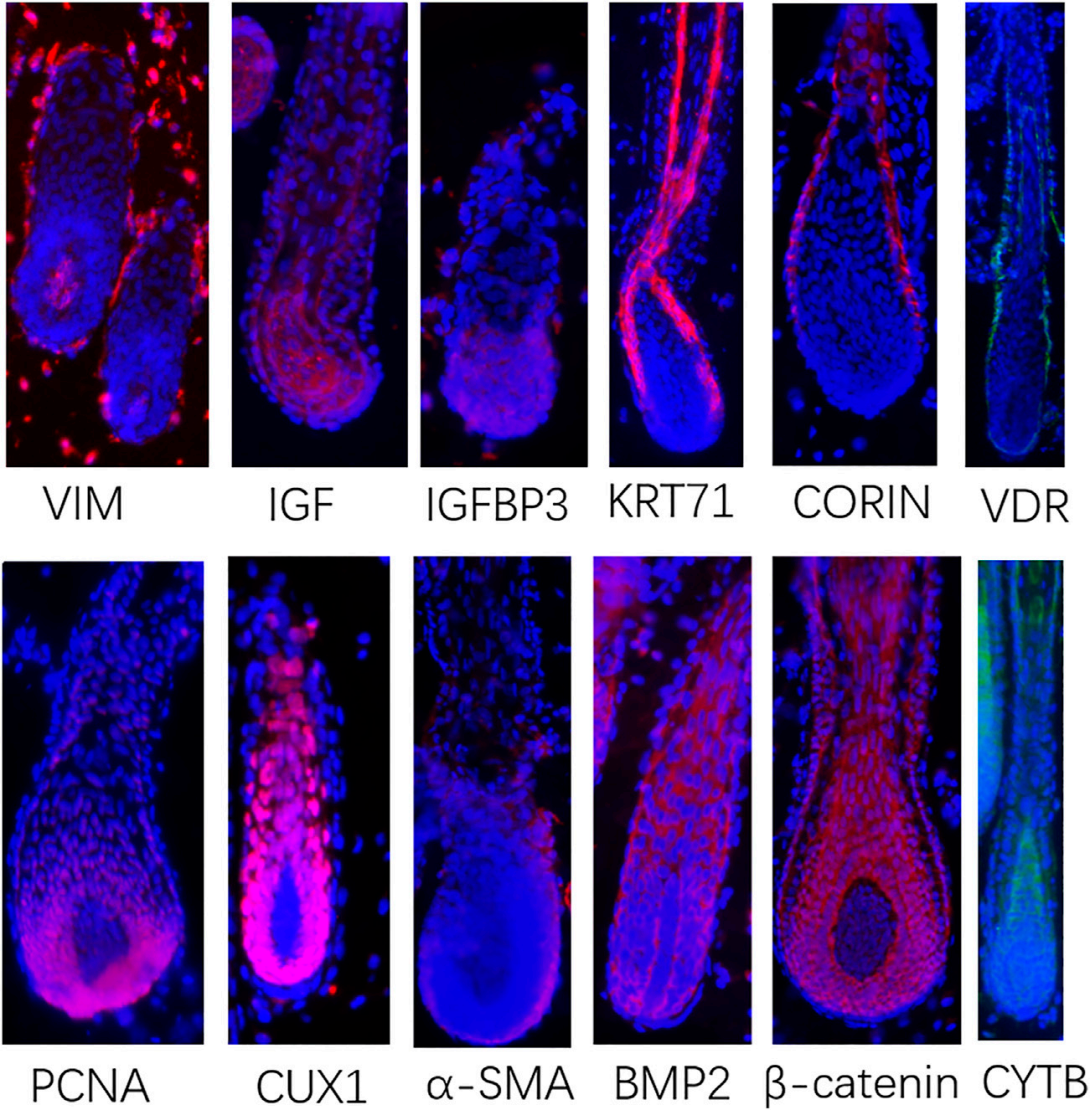
Immunofluorescence in skin tissue sections to verify the signature genes came from scRNA-seq. Red or green fluorescence indicates the expression pattern of target protein. Nucleus was stained with Hoechst in blue.

### Application of Identified Marker Genes on DPCs Isolated *In Vitro*

Marker genes could be used for cell isolation and identification *in vitro*. Since we have successfully identified the marker genes of different cell populations based on scRNA-seq, we verified these marker genes on DPCs isolated *in vitro*. Through the mechanical and enzymatic isolation method, we successfully isolated the DPCs of Hu sheep, which showed a multilayer aggregative growth character *in vitro* culture (Figure 3A). Using well-recognized cell markers of DPCs (VCAN and α-SMA) and novel marker gene (*IGFBP3*) identified by scRNA-seq as well as marker gene of dermal lineage cells (*VIM*), we verified the DPCs in the primary culture through immunofluorescence. As a result, all the cells exhibited positive expression of VIM and α-SMA, further emphasizing their DPCs identity. Meanwhile, VCAN and IGFBP3 were highly expressed in cells with aggregative character (Figure 3B), which suggested VCAN and IGFBP3 were closely related with the aggregative growth character of DPCs. Since VCAN have been demonstrated to play a critical role in DPC aggregative growth (Yang et al., 2012), and IGFBP3 exhibited the same expression pattern with VCAN, we believed that IGFBP3 was closely related with the aggregative growth character of DPCs.

**FIGURE 3:**
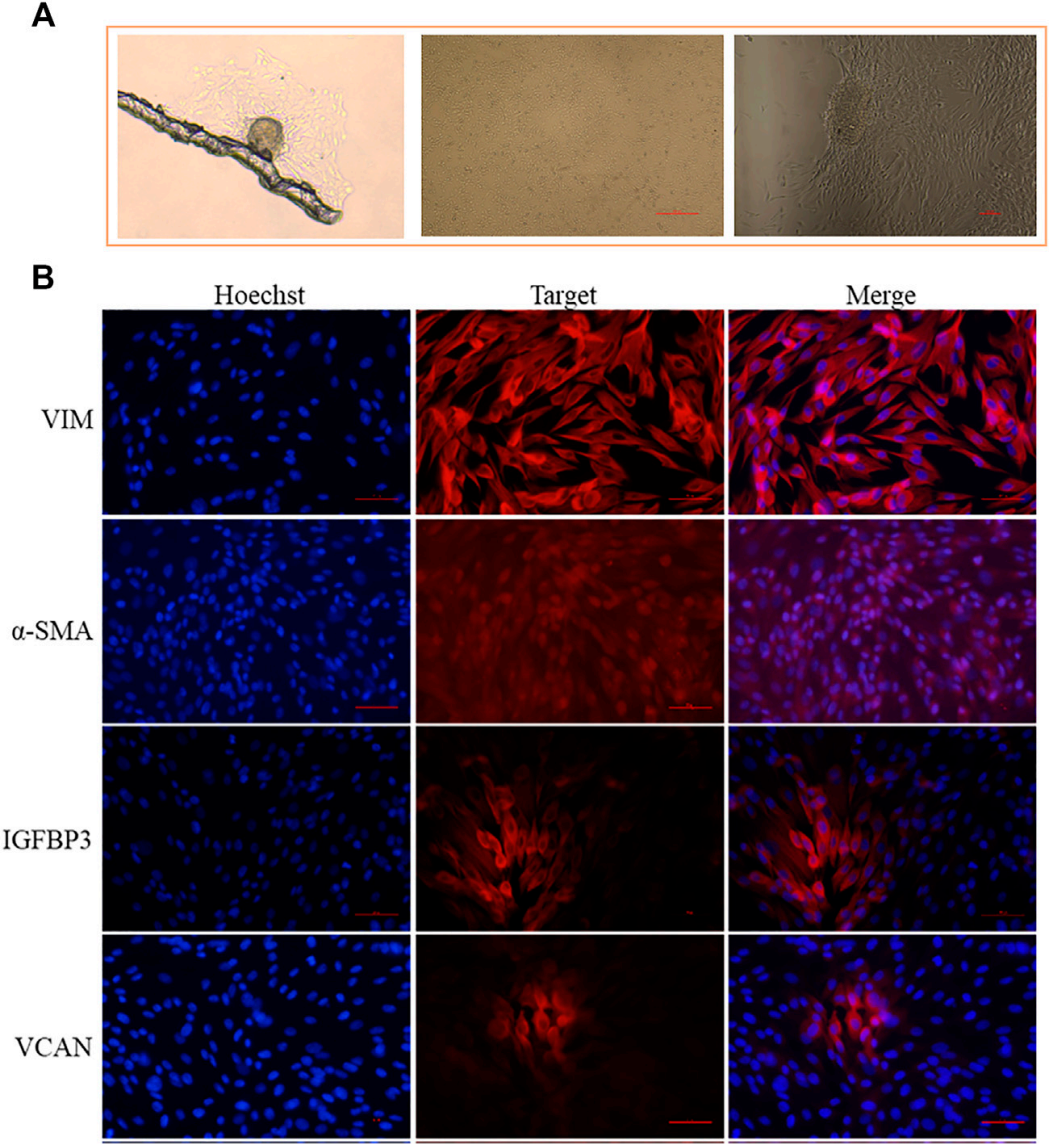
Application of identified marker genes on DPCs isolated *in vitro*. **(A)** Isolated DPCs exhibit a multilayer aggregative growth character. **(B)** Immunofluorescence analysis of VIM, α-SMA, IGFBP3, and VCAN expression in the isolated DPCs. Scale bars, 50 μm. Red fluorescence indicates the nuclear expression pattern of target protein. Nucleus was stained with Hoechst in blue.

### Reconstruction of the Hair Follicle Epidermal Differentiation Process

After characterizing the different cell clusters, we next sought to identify and characterize the signatures that may govern hair follicle heterogeneity. Since the hair follicle is constantly renewed, once activated, HFSCs typically give rise to matrix progenitors, which then progress to differentiate into their lineages (Avigad Laron et al., 2018). To investigate the gene regulatory machinery underlying the matrix progenitors' commitment to the hair shaft (HS), IRS, and the companion layer, the related hair follicle epidermal cell clusters (clusters 1, 2, 7, 8, and 10) were selected to infer the cell lineage developmental trajectory using a monocle. As expected, pseudotime trajectory construction analysis displayed two branches (Figure 4A). To infer each branch's identity, DEG analysis was performed between the branches (Supplementary Table S2). As a result, IRS marker genes (Moch et al., 2013; Schweizer et al., 2007) including *KRT71*, *KRT25*, *KRT27*, and *GATA3* were enriched in cell fate 1; HS marker genes (Yu et al., 2011) including *KRT36*, *KRT84*, and *KRT2.11* were enriched in cell fate 2, which indicated the successful recapitulation of the HS and IRS differentiation trajectory from the matrix progenitors. 

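Diffusion pseudotime (scanpy) was calculated on the integrated principal components of 1730 matrix-like, 503 IRS-like and 682 hair shaft-like cells together with 795 cells of the KRT6A-rich clusters 9 and 18. It was rooted in the matrix-like cell nearest to the centre of that class, and Monocle was not used here. Cells on the way from matrix-like to IRS-like cells, and those on the way to hair shaft-like cells, were each divided into 5 parts of equal size, the last of which is called the end. At the IRS end KRT71 had 9078 CPM in straight and 11374 CPM in curly cells, against 56.0 and 78.8 CPM at the hair shaft end. KRT27 had 2605 and 3946 CPM at the IRS end and 12.5 and 40.1 CPM at the other. GATA3 had 244.5 and 235.0 CPM at the IRS end and 4.38 and 3.98 CPM at the hair shaft end. At the hair shaft end KRT36 had 340.9 and 42.5 CPM, against 4.86 and 1.65 CPM at the IRS end, and KRT84 had 357.8 and 311.4 CPM against 6.25 and 11.4 CPM. KRT2.11 had 5.94 CPM in straight and 7.09 CPM in curly cells at the hair shaft end, and 6.95 and 4.13 CPM at the IRS end, where the straight value rests on 10 UMIs. Cluster 2, with KRT2.11 among its leading genes, was not part of this ordering. Its highest marker score was for the hair shaft, with 2 detected markers, which was too few for a name. Of 15 genes the paper assigns to an end, 13 were higher at that end in both libraries, a comparison that is mostly one of named classes. With 20 principal components in place of 30, and with the mean of per-cell CPM, the number was 15. KRT71, KRT25, KRT84 and MSX1 also took part in naming the classes.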

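At the hair shaft end of the ordering FOXN1 had 45.7 CPM in straight and 37.3 CPM in curly cells, against 22.9 and 16.8 CPM at the IRS end. HOXC13 had 114.5 and 180.7 CPM at the hair shaft end and 14.6 and 8.25 CPM at the IRS end. MSX1 was at 164.5 and 151.3 CPM against 121.6 and 73.9 CPM, and MSX2 at 53.5 and 55.2 CPM against 42.4 and 42.9 CPM. SOX9 had 23.6 CPM in straight and 22.4 CPM in curly cells at the IRS end and 10.6 and 10.5 CPM at the hair shaft end. Its level in the fourth part was 61.2 and 48.9 CPM on the way to the IRS, and 45.9 and 46.1 CPM on the way to the hair shaft. PCNA fell from 365.4 and 492.4 CPM in the first part to 44.5 and 42.1 CPM at the IRS end, and from 355.8 and 478.0 CPM to 30.3 and 31.6 CPM at the hair shaft end. CCND2 fell from 183.9 and 143.4 CPM to 35.4 and 16.2 CPM on the way to the IRS. CCND1 fell less, from 257.8 and 245.2 CPM to 173.0 and 111.9 CPM on that way and from 260.4 and 237.7 CPM to 208.9 and 158.2 CPM on the other.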

Besides, monocle trajectory gene expression analysis revealed HS differentiation-related genes such as *FOXN1*, *HOXC13*, *MSX1*/*2*, and *WNT3* (Hwang et al., 2008; Mesler et al., 2017; Millar et al., 1999; Potter et al., 2011); IRS-differentiation-related genes such as *GATA3* (Kaufman et al., 2003) and unexpected *SOX9*; and matrix cells' enriched genes such as *CCND1*, *CCND2*, and *PCNA* (Supplementary Figure S3). It was of interest that SFRP1, the WNT antagonist (Gopinathan, et al., 2019), was upregulated during IRS specification, while WNT3 and LEF1, the ligand and nuclear mediator of WNT signaling (Nusse, 2012), were upregulated during HS differentiation, which indicated the opposite effect of WNT signaling in matrix progenitors' commitment to the HS and IRS (Figure 4B). 

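SFRP1 had 4.17 CPM in straight and 9.08 CPM in curly cells at the IRS end, and 4.38 and 10.4 CPM at the hair shaft end. These values rest on 6 and 55 UMIs at the IRS end, and the intervals of the ends overlap in both libraries (1.53 to 9.07 against 2.39 to 7.35 CPM in straight, 6.84 to 11.8 against 7.92 to 13.4 CPM in curly cells). The mean of per-cell CPM was higher at the IRS end, with 18.6 and 16.9 CPM for SFRP1 against 5.07 and 16.0 CPM. In the first part of the way to the IRS SFRP1 had 15.4 and 13.8 CPM, and a mean of per-cell CPM of 13.0 and 13.9. Towards the IRS end SFRP1 thus fell by the summed CPM and rose by the mean of per-cell CPM. WNT3 had 21.9 and 19.5 CPM at the hair shaft end and 0.695 and 0.660 CPM at the IRS end. LEF1 rose from 71.2 CPM in straight and 71.9 CPM in curly cells in the first part to 135.4 and 142.3 CPM at the hair shaft end, and was at 32.0 and 24.1 CPM at the IRS end. From SFRP1 on the one side and WNT3 and LEF1 on the other, the paper reasons that WNT signaling acts in opposite ways on the commitment of matrix progenitors to the HS and the IRS.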

To further unmask the molecular mechanism underlying HS and IRS specification, we compartmentalized the identified branch-specific DEGs using k-means clustering (Figure 4C). As expected, gene sets 2, 3, and 4 corresponded with HS, matrix, and IRS, while gene set 1 was speculated relating with the pre-cortex, the precursor cell of HS cortex, since the enriched genes *MSX2*, *HOXC13*, and *DLX3* had been demonstrated as key transcription factors in promoting pre-cortex differentiation (Hwang et al., 2008; Potter et al., 2011; Mesler et al., 2017). To investigate gene functions in each gene cluster, Metascape was used to perform GO analysis. The HS-related gene set (gene set 2) enriched GO terms of “VEGFA-VEGFR2 signaling pathway, Tight junction, keratinocyte differentiation, and epithelial cell differentiation.” The IRS highly expressed genes (gene set 4) had the enriched GO terms “supramolecular fiber organization, regulation of cell adhesion, epithelial cell differentiation, skin development,” and the matrix highly expressed genes (gene set 3) had the enriched GO terms “cell cycle and DNA replication” (Figure 4C). Taken together, our analysis here provided the insights of the gene regulatory machinery underlying matrix cell commitment to HS and IRS in sheep.

**FIGURE 4:**
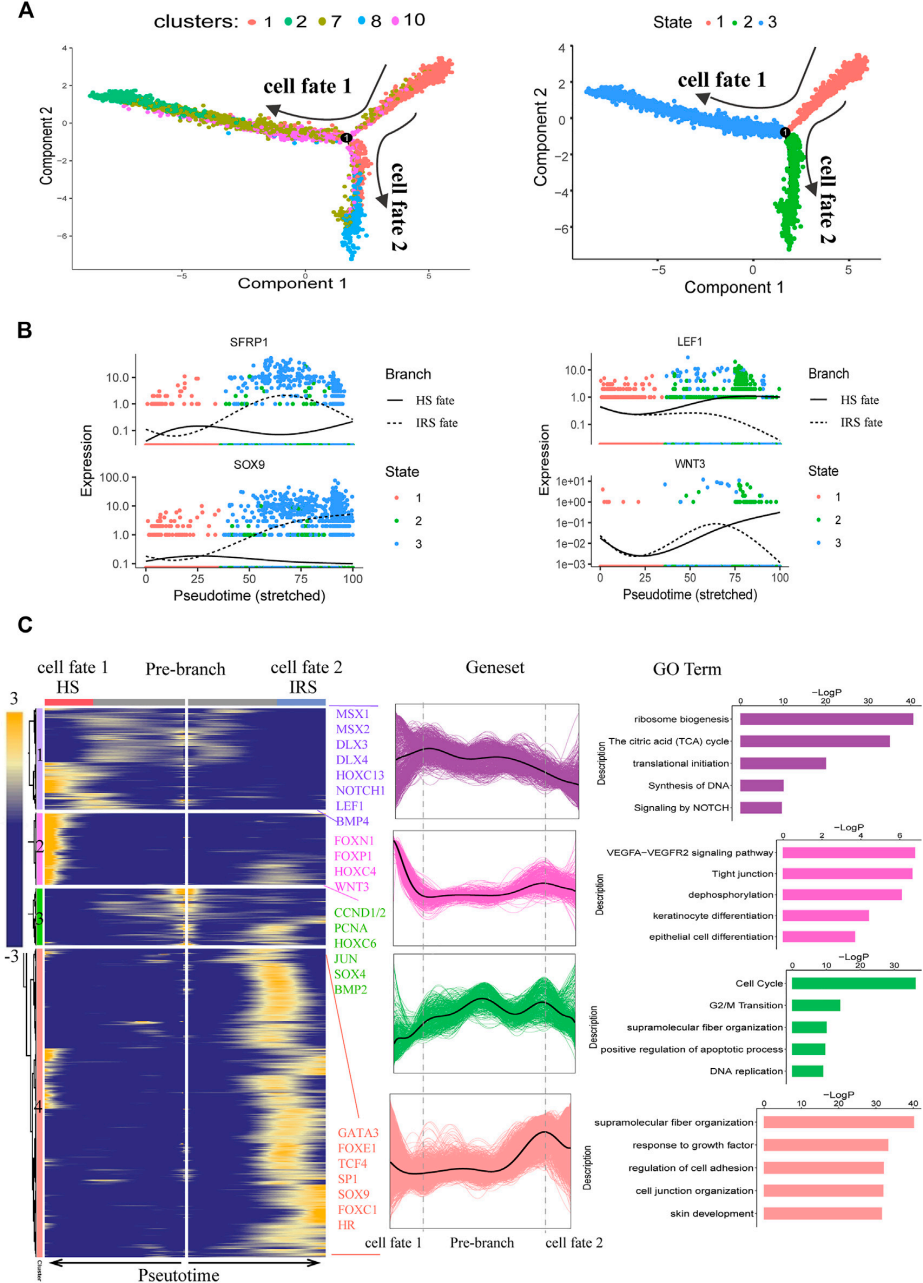
Dissecting IRS and hair shaft fate commitment from matrix precursors. **(A)** Pseudotime visualization of the hair shaft and IRS fate decisions in the pseudotime trajectory. **(B)** The expression profiles of SFRP1, SOX9, LEF1, and WNT3 along pseudotime. Cells are color-coded with cell states, and the solid line represents hair shaft fate, while the dashed line represents IRS fate. **(C)** Heatmap and Go analysis of branch-specific DEGs along pseudotime. Cell fate 1 indicates IRS fate and cell fate 2 indicates hair shaft fate.

### Interaction of the Epidermis and Dermis

Tightly mesenchymal–epithelial interactions orchestrate cyclical hair growth (Arwert et al., 2012; Hsu et al., 2014). To clarify the underlying intercellular communications that drive hair follicle heterogeneity and cell state transitions in sheep skin, we analyzed intercellular communication networks from scRNA-seq data using CellChat. 

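Of the 207 entries of ligand and receptor pairs in Table S3, 79 had both of their cell types among the classes named here. A gene was counted as detected in a class when at least 10% of its cells had a UMI in both libraries, and both genes were detected in 71 of these 79 entries. Table S3 lists 3 of these pairs more than 1 time, which leaves 76 different pairs, of which 68 were detected. In Table S3, 123 of the entries include the dermal papilla as sender or receiver. CellChat was not used here, and no score of a pair was calculated. A share of 10% is also reached by free RNA, since KRT27, a keratin of the IRS, had a UMI in 36.7% of curly DPC-like and 39.5% of curly endothelial-like cells, at a median depth of 4272.5 and 3820 UMIs. In the straight library the shares for KRT27 were 10.5% and 7.81%. Without integration, where fewer classes received a name, 23 entries were detected.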

CellChat detected a number of significant ligand–receptor pairs among the 19 cell groups, in which matrix cell and DPC had a clear advantage (Figure 5A). This further emphasized the indispensable roles of DPCs as the signal center. The ligand–receptor pairs were further categorized into 19 signaling pathways, including WNT, IGF, FGF, EGF, PDGF, CXCL, PTN, and VEGF pathways. DP cells may interact with epidermal cells such as HFSC, matrix, and ORS through FGF, IGF, and PDGF signaling, while matrix cells regulate HS cells and IRS cells through WNT signaling (Figure 5B).

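IGF1R was highest in HFSC-like cells, at 96.8 CPM in straight and 73.6 CPM in curly skin, and had 88.1 and 71.3 CPM in ORS-like and 29.0 and 30.2 CPM in matrix-like cells. PDGFA, a ligand, had 122.2 and 151.2 CPM in HFSC-like cells, 96.1 and 102.3 CPM in ORS-like cells, 30.5 and 29.3 CPM in matrix-like cells, and 11.7 and 10.4 CPM in DPC-like cells. Its receptor PDGFRA had 95.4 and 58.5 CPM in DPC-like cells and 1.76 and 1.01 CPM in matrix-like cells. WNT3 had 17.1 and 15.5 CPM in hair shaft-like cells, and 24 and 13 UMIs, or 2.63 and 0.728 CPM, in matrix-like cells. In IRS-like cells WNT3 had 0 UMIs in 111 straight cells, which allows up to 1.76 CPM, and 3 UMIs in curly cells.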

**FIGURE 5:**
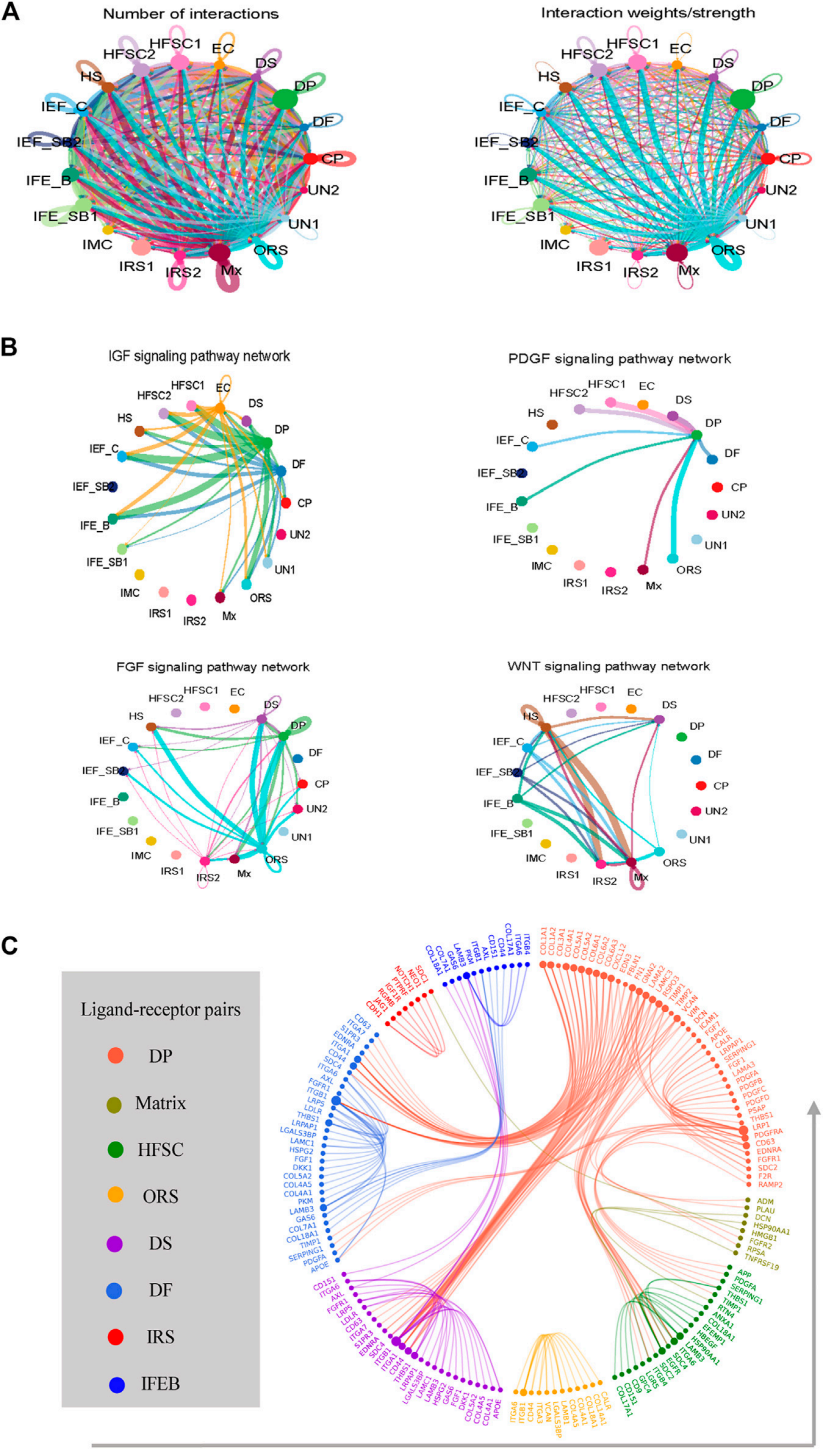
Intercellular ligand–receptor prediction. **(A)** Analyze the number of interactions and interaction strength among different cell populations. **(B)** Identify the signaling pathways among different cell populations. **(C)** Ligand–receptor pairs between main cell populations. Different cell populations are color-coded, and ligand–receptor pairs are linked with a solid line.

To dissect the exact ligand–receptors among different cell types and the cellular source of that ligand, we then used a public ligand–receptor database to infer intercellular communications. By comparing the cell identity specific genes with annotated ligand–receptors, the potential ligand–receptor pairs among different cell populations were sorted (Figure 5C) (Supplementary Table S3). We found strong intercellular communication among dermal and epidermal cell populations including FGF7-FGFR2, and DCN-EGFR as well as collagen family members COL1A1, COL1A2, and COL4A1 and their corresponding receptors. It is worth noting that dermal cells expressed FGF7, which may be a key driver of epidermal differentiation.

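FGF7 had 727.8 CPM in straight and 338.7 CPM in curly DPC-like cells, where 53.4% and 36.1% of cells had a UMI. Endothelial-like cells had FGF7 in 2.60% and 1.80% of cells, at a median depth of 5306 UMIs in straight and 3820 UMIs in curly cells against 5976 and 4272.5 UMIs in DPC-like cells. FGFR2 had 89.7 and 77.9 CPM in matrix-like cells, 68.9 and 65.4 CPM in hair shaft-like cells, and 31.2 and 32.9 CPM in HFSC-like cells. EGFR had 62.1 and 67.5 CPM in HFSC-like cells, 53.0 and 49.5 CPM in basal IFE-like cells, and 30.2 and 30.0 CPM in matrix-like cells. COL1A1 had 1360.5 CPM in straight and 1745.5 CPM in curly DPC-like cells, and COL1A2 had 556.0 and 672.3 CPM, while both stayed under 20 CPM in endothelial-like cells. COL4A1 was higher in endothelial-like cells, at 781.9 and 526.1 CPM, than in DPC-like cells, at 92.5 and 249.2 CPM.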

### Differentially Expressed Genes in Specific Cells Between Straight Wool and Curly Wool

Previous studies had demonstrated that hair structure and shape in mice had a close relationship with distinct molecular pathways in the DPCs (Driskell et al., 2009). To verify whether the different curvature of the wool was related to distinct molecular pathways in the DPCs, the gene expression profiles of DPCs between straight wool individuals and curly wool were initially compared through Seurat. As a result, 74 DEGs were found (Figure 6A) (Supplementary Table S4). Among these genes, *SPINK5* (Descargues et al., 2005), *RPTN* (Pośpiech et al., 2018), *CRABP1* (Collins and Watt, 2008), *SFN* (Hammond et al., 2012), and *SFRP1* (Bak et al., 2015) had been previously demonstrated to play an important role in hair follicle development. 

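UMIs were summed over 1286 straight and 712 curly DPC-like cells (clusters 3 and 6), and 6999 genes had at least 100 UMIs in them. The mix of these clusters differed, with 681 straight and 502 curly cells in cluster 3 and 605 and 210 in cluster 6, and ratios over the class include this. Over these genes the median log2 ratio of curly over straight was -0.07, with an SD of 0.73 over genes, and scaling by TMM factors shifted it by 0.01. Of the 74 genes of Table S4, 64 had a higher and 10 a lower CPM in curly cells. For 69 of the 74 the direction was that of the avg_logFC in the table. With clusters taken at resolution 0.8, it was 62, the largest change among the alternatives applied to the whole class. In cluster 3 alone it was 66 and in cluster 6 alone 57, which were settings chosen after the data were seen.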

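SPINK5 rose by 1.99 (1.48 to 2.51) on the log2 scale in DPC-like cells, from 54 UMIs in straight to 85 UMIs in curly cells, and was seen in 4.04% and 7.16% of cells. Endothelial-like cells, which should lack SPINK5, had it in 4.69% and 8.38% of cells, so that its level in DPC-like cells is that of background. RPTN rose by 1.65 (1.42 to 1.88) and was seen in 19.4% and 38.6% of DPC-like cells, against 22.9% and 38.3% of endothelial-like cells, where it rose by 1.2 on the log2 scale. SFN rose by 0.14 (0.01 to 0.28), from 176.8 to 195.4 CPM, and stayed below its level in endothelial-like cells, 243.5 and 324.9 CPM. The median depth was 5976 UMIs in straight and 4272.5 UMIs in curly DPC-like cells, and 5306 and 3820 UMIs in endothelial-like cells. CRABP1 rose by 0.94 (0.91 to 0.97), and by between 0.75 and 1.04 under every alternative that gives a ratio of CPM. SFRP1 rose by 0.17 (0.09 to 0.24), from 570.7 to 641.0 CPM, against 18.4 and 23.1 CPM in endothelial-like cells. In cluster 6 alone SFRP1 fell by 0.78, and in cluster 3 alone SFN fell by 0.20.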

We were particularly intrigued by the *RPTN* gene and *CRABP1*, as variation in the *RPTN* gene may facilitate straight hair formation in Europeans and East Asians (Pośpiech et al., 2018), and *CRABP1* is specifically expressed in the hair follicle DP in normal postnatal skin and may influence regulators of hair bending in mice as retinoic acid-binding proteins (Okano et al., 2012). 

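In DPC-like cells COL4A1 rose by 1.43 (1.28 to 1.58) on the log2 scale from straight to curly wool skin, and COL4A2 by 0.83 (0.65 to 1.02). COL3A1 rose by 0.36 (0.30 to 0.43), COL1A1 by 0.36 (0.31 to 0.41), COL1A2 by 0.27 (0.20 to 0.35) and COL6A3 by 0.24 (0.07 to 0.40). COL3A1 did not rise within either cluster of the class, with -0.07 (-0.15 to 0.00) in cluster 3 and -0.11 (-0.30 to 0.07) in cluster 6. Its rise over the class goes with the mix of clusters, since cluster 3, which held 502 of the 712 curly but 681 of the 1286 straight cells, had COL3A1 at 1282.3 and 1218.8 CPM against 255.9 and 236.8 CPM in cluster 6. At resolution 0.8, where 162 straight and 84 curly cells of the class were separated as fibroblast-like, COL1A1 fell by 0.72 and COL1A2 by 0.62. In those fibroblast-like cells COL1A1 had 4754 CPM in straight and 16598 CPM in curly skin, against 1090.0 and 659.6 CPM in the cells that were DPC-like at both resolutions. COL3A1, COL1A1 and COL6A3 also fell when cells were thinned to 2000 UMIs, by 0.04, 0.04 and 0.18. Cells with fewer UMIs were left out there, which kept 1195 of the 1286 straight and 613 of the 712 curly cells, each with the same weight. COL4A1 rose by between 0.95 and 1.66 under every alternative that gives a ratio of CPM.

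**Figure D1:**
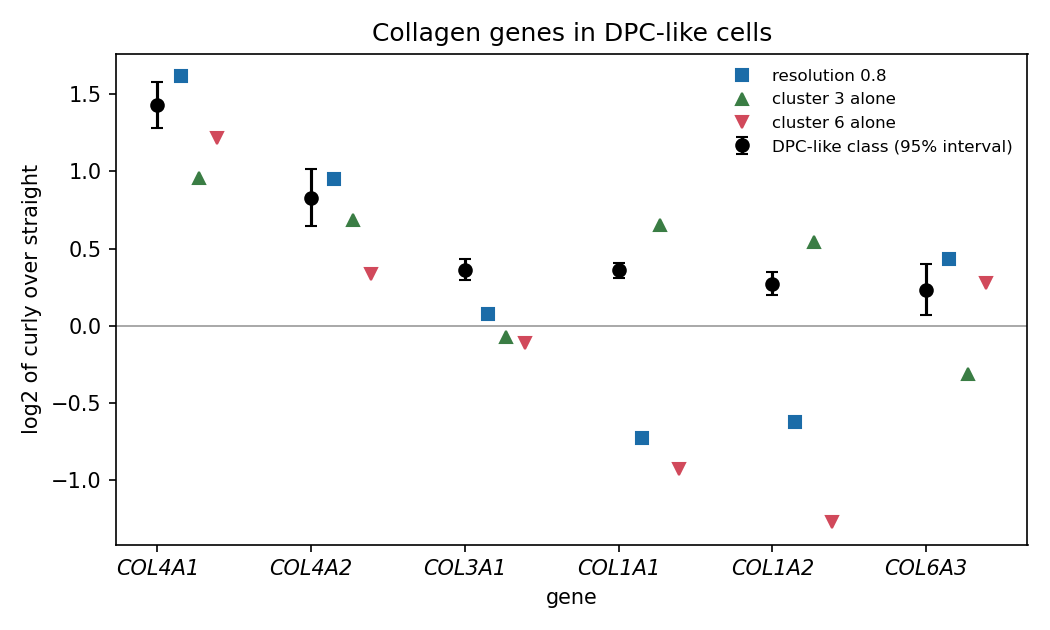
Log2 ratio of curly over straight CPM (vertical axis) for 6 collagen genes in DPC-like cells, with the exact 95% interval of the class, and the ratios at resolution 0.8, in cluster 3 alone and in cluster 6 alone. COL4A1 lies above 0 in each of these settings, while COL1A1 changes from 0.36 in the class to -0.72 at resolution 0.8 and -0.92 in cluster 6, and each point rests on 1 library per wool type.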

Meanwhile, a series of collagen genes, including *COL4A2*, *COL3A1*, *COL1A1*, *COL1A2*, *COL6A3*, and *COL4A1*, were found in the DEGs. Collagen, coded by collagen genes, are extracellular matrix molecules that regulate DPCs behavior and hair development (Couchman, 1993). In addition, through comparing the DEGs with DP signature genes, we found that 19 DP signature genes were differentially expressed between straight wool and curly wool, including *S100A4*, *CRABP1*, *SFRP1*, *DCN*, and collagen genes (Supplementary Table S4). 

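S100A4 fell by 0.08 (-0.16 to -0.01 as log2 ratio) in curly DPC-like cells, from 626.5 to 590.7 CPM, and rose by 0.09 among cells with at least 1750 genes and by 0.95 in cluster 6 alone. It is not restricted to these cells, since immune-like cells had 503.5 CPM in straight and 2370 CPM in curly skin. DCN rose by 1.70 (1.62 to 1.77), from 295.3 to 956.6 CPM. DCN was seen in 39.9% of straight and 60.4% of curly DPC-like cells, at a median depth of 5976 and 4272.5 UMIs, against 8.33% and 16.8% of endothelial-like cells at 5306 and 3820 UMIs.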

To further gain insight into the signature and biological process underlying wool curvature, we used Metascape to perform GO analysis. The DEGs enriched GO terms of “supramolecular fiber organization,” “negative regulation of cell population proliferation,” and “hair follicle development: cytodifferentiation” (Figure 6B), which indicated that the DEGs may govern hair shape through regulating DPCs proliferation and hair follicle differentiation. Furthermore, the DEGs in matrix cell, IRS, and HFSC were also analyzed (Supplementary Tables S5–S9), since these cells may also affect the hair shape. It is worth noting that KRT71, the major structural component of the hair follicle IRS layer, was differentially expressed in the IRS cells between straight wool and curly wool. 

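Over the 74 genes of Table S4 the median log2 ratio of curly over straight in DPC-like cells was 1.36. The enrichment of GO terms was not analysed here. From the enriched terms, the paper proposes that these genes may govern hair shape through the proliferation of DPCs and the differentiation of the hair follicle.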

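For matrix-like cells 5 of the 6 genes of Table S5 had the direction of the table, and for HFSC-like cells 73 of the 88 genes of Table S6 and 22 of the 33 genes of Table S7. For IRS-like cells 108 of the 136 genes of Table S8 and 44 of the 52 genes of Table S9 had the direction of the table. In the single clusters closest to the tables, which were chosen after the data were seen, it was 71 of 88 for Table S6 in cluster 7, 30 of 33 for Table S7 in cluster 11, 96 of 136 for Table S8 in cluster 2 and 44 of 52 for Table S9 in cluster 10. Scaling by TMM factors in place of total UMIs shifted every log2 ratio by 0.30 in IRS-like, 0.15 in HFSC-like and 0.10 in matrix-like cells, and the ratios that follow do not include this shift. In matrix-like cells DCN rose by 0.31 (0.28 to 0.33) and MSX1 fell by 0.10, a change that the shift removes. IGFBP3 fell by 1.52 there, but its 60.1 and 20.9 CPM lay below the 216.1 and 135.4 CPM of immune-like cells. It was seen in 27.6% and 15.7% of matrix-like cells, at a median depth of 15952 and 17566 UMIs, and in 14.3% and 7.69% of immune-like cells, at 3357 and 2034 UMIs. At such different depth CPM and shares point in opposite ways. Whether the level of IGFBP3 in matrix-like cells is that of background thus cannot be decided. In HFSC-like cells LGR5 rose by 0.89 and CXCL14 fell by 1.24 (-1.27 to -1.21 as log2 ratio), while KRT15 fell by 0.20 and rose by 0.42 among cells with at least 1750 genes. The latter were clustered and named anew, with 701 straight and 469 curly cells in their HFSC-like class. The libraries also differ in the mix of the HFSC-like clusters, with 222 straight and 534 curly cells in cluster 7 and 240 and 205 in cluster 11. Within cluster 7 LGR5 was at 0.19 (-0.03 to 0.41) as log2 ratio and within cluster 11 at 0.87, KRT15 was at -0.62 and 0.06, and CXCL14 at -1.55 and -1.35. The count of genes with the direction of the table moved most when cells were thinned to 2000 UMIs, to 128 over Tables S8 and S9 together.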

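KRT71 had 7937 CPM (7804 to 8072) in 111 straight and 10370.2 CPM (10294 to 10447) in 392 curly IRS-like cells. The log2 ratio was 0.39 (0.36 to 0.41), while over the 4922 genes with at least 100 UMIs in this class the median was -0.23. The log2 ratio of KRT71 was 1.12 among cells with at least 1750 genes, 0.69 with TMM scaling and 0.04 when cells were thinned to 2000 UMIs, which left out cells with fewer. Cells with at least 1750 genes were clustered and named anew, and their IRS-like class held 208 straight and 486 curly cells. The value of 1.12 is thus not that of the same cells after a filter. KRT27 rose by 0.66 and KRT25 by 0.30 in the same cells, while KRT28 fell by 0.48, and rose by 0.10 with called doublets removed. In cluster 2, which had a median of only 733 UMIs per cell and received no name, KRT71 had 452.3 CPM in straight and 2423 CPM in curly cells. Outside the follicle epithelium KRT71 also differed, with 69.7 CPM in straight and 210.5 CPM in curly endothelial-like cells, and 82.6 and 245.1 CPM in DPC-like cells. KRT71 is among the genes that named the IRS-like class, and without it the cluster kept its name.

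**Figure D2:**
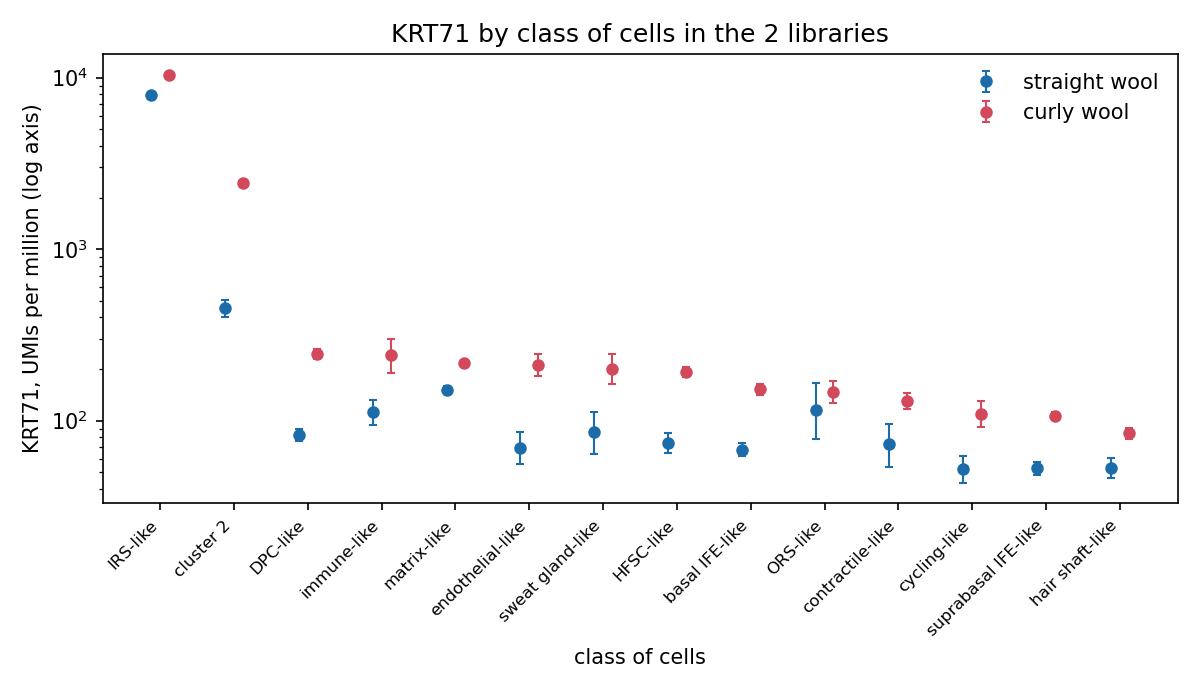
KRT71 in CPM (log axis) in each class of cells and in cluster 2, straight in blue and curly in red, with exact 95% Poisson intervals for counting error. IRS-like cells stand highest, at 7937 in straight and 10370.2 in curly skin, and each point is 1 library.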

Since KRT71 had been previously reported associated with the pathological hair structure phenotype and the occurrence of woolly hair (Fujimoto et al., 2012; Harel and Christiano, 2012), the results indicated that DPCs may affect the wool curvature through regulating keratin organization in the IRS. These results will provide a reference for clarifying the molecular mechanism of wool curvature.

**FIGURE 6:**
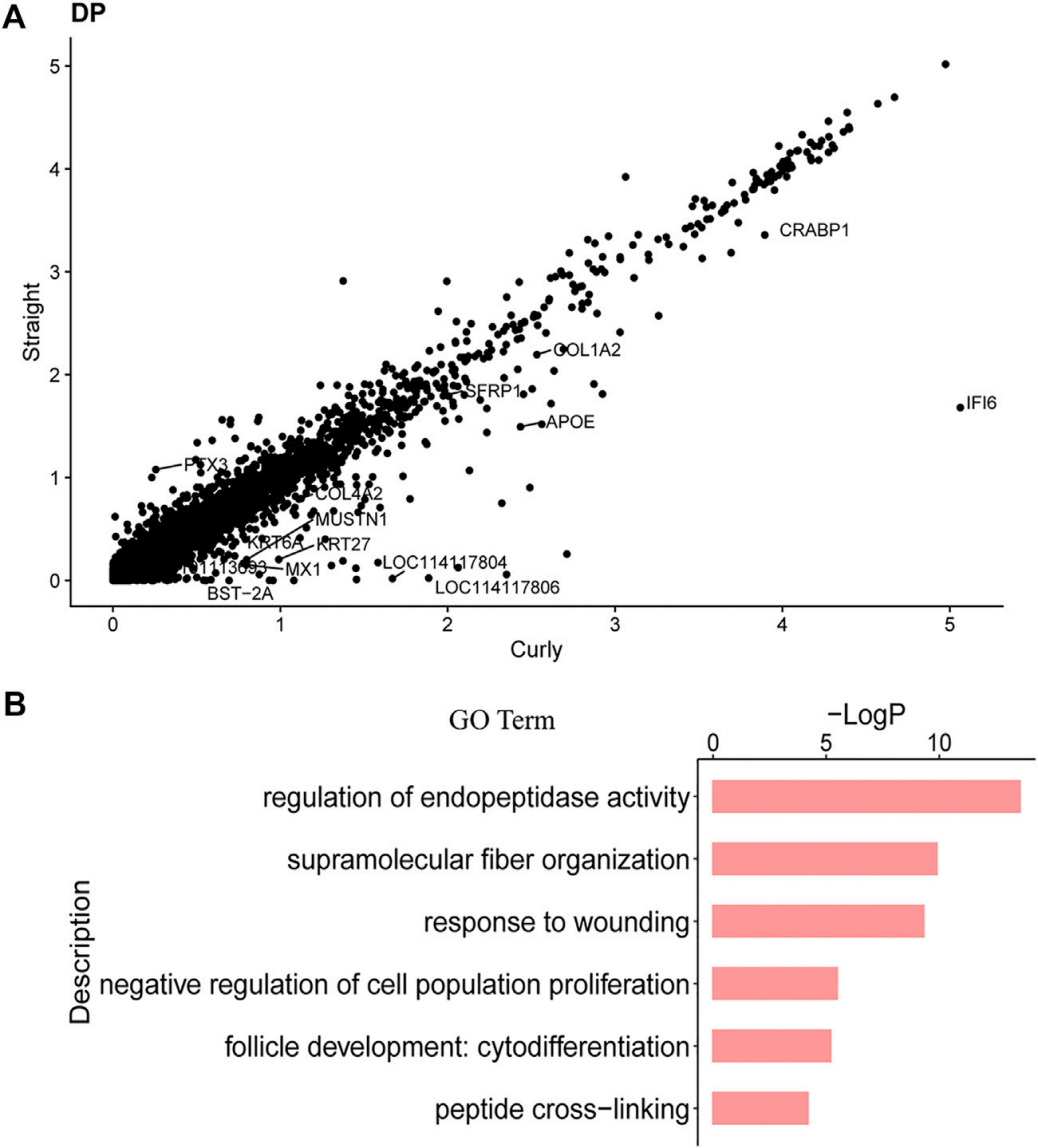
DEGs in DPCs between Straight Wool and Curly Wool. **(A)** Scatter plots show genes that exhibit dramatic differentially expression. **(B)** GO terms for DEGs in DPCs between Straight Wool and Curly Wool.

## Discussion

For a long time, researchers have been committed to characterize the genes that govern hair follicle development in humans, mice, and sheep, hoping to treat diseases or improve wool production. Meanwhile, the hair follicle is the ideal model for studying systems biology as it undergoes life-long cyclical transformations. Originally, through natural and induced mutant mice as well as the transgenic mice model, a number of genes related with hair follicle development had been identified (Sundberg et al., 2005; Nakamura et al., 2013). Through lineage tracing, microanatomy, and micromechanical separation, the critical cells, DP and HFSC, had been isolated, studied, and characterized *in vitro* (Blanpain et al., 2004; Rompolas et al., 2012; Morgan, 2014; Morita et al., 2021). Recently, Rezza et al. used FACS and RNA sequencing to define gene expression signatures of distinct hair follicle cell types from embryonic skin (Rezza et al., 2016). Rendl et al. examined transcriptional profiles of DPCs and the cells surrounding their niche through employing double-transgenic mice and selective cell-surface labeling (Rendl et al., 2005). However, most of the studies relied on bulk-sampling techniques and cell enrichment using pre-defined markers; the dynamics of genes expression during development and molecular relationship between the different cell populations were still insufficiently addressed. In contrast, recent advances in scRNA-seq technologies have made it possible to comprehensively dissect the cellular composition of complex skin tissues, unveil novel cell populations, and reveal the differentiation and spatial signatures of skin and hair follicle development (Ge et al., 2020; Haensel et al., 2020; Takahashi et al., 2020). However, such studies are lacking so far in sheep; some fundamental questions such as the marker genes of DPC and HFSC, the interaction between epidermis and dermis, and the molecular mechanism of wool curvature on sheep are still unknown.

Here, we used scRNA-seq to sequence 15,830 cells from the lamb skin including straight wool and curly wool skins; 19 clusters were identified, and 14 cell types including all known cell types in hair follicle were subsequently characterized, which showed the cellular heterogeneity of skin cells during tissue homeostasis. Based on Seurat analysis and well-defined markers, we identified the potential marker genes of all the cell types. Among these marker genes, some of these were conserved among different species, such as the keratin markers in different keratinocyte cells (Joost et al., 2020; Takahashi et al., 2020), while some marker genes showed specificity in sheep. Sox2 and CD34 were well-recognized marker genes for DPC and HFSC in mice and humans (Clavel et al., 2012; Sanchez-Danes and Blanpain, 2017), however, we did not detect them in our sequencing data. 

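SOX2 had 114 UMIs in the straight and 32 UMIs in the curly library. DPC-like cells held 102 and 19 of these UMIs, and SOX2 was seen in 6.53% of straight and 2.107% of curly DPC-like cells, at a median depth of 5976 and 4272.5 UMIs. The share was 0.521% and 0.599% of endothelial-like cells, at a median depth of 5306 and 3820 UMIs. CD34 had 590 UMIs in the straight and 385 UMIs in the curly library, and was highest in endothelial-like cells, with 345.4 and 238.2 CPM and a UMI in 70.8% and 56.3% of cells. In HFSC-like cells CD34 had 12 and 26 UMIs and was seen in 2.38% and 3.25% of cells, at a median depth of 6538.5 and 6011 UMIs. For CD34 the share was 0.325% and 0.163% in basal IFE-like cells, at a median depth of 7621 and 7116 UMIs, and 1.26% and 1.00% in matrix-like cells, at a median depth of 15952 and 17566 UMIs.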

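Clusters 7 and 11 were HFSC-like. Cluster 7 held 222 straight and 534 curly cells, and cluster 11 held 240 straight and 205 curly cells. LGR5 had 241.0 CPM in straight and 275.1 CPM in curly cells of cluster 7, and 72.7 and 132.9 CPM in cluster 11. KRT15 had 13179 and 8576 CPM in cluster 7, and 8981 and 9386.5 CPM in cluster 11. FOS, a gene that responds to tissue dissociation, had 1205 CPM in straight and 426.8 CPM in curly cells of cluster 7, and 2599.7 and 5097 CPM in cluster 11. JUNB likewise had 662.6 and 236.7 CPM in cluster 7, and 2571.5 and 3684.5 CPM in cluster 11.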

Besides, through Seurat analysis, we identified two HFSC cell types. Corresponding with that, HFSCs presented quiescent state and proliferate state early in the anagen (Hsu et al., 2011). Recently, Morita traced the origin of HFSC using marker-independent long-term 3D live imaging and scRNA-seq, and upper HFSCs and lower HFSCs with different transcriptome were found (Morita et al., 2021). In addition, our study provided novel marker genes for the different skin cell types in sheep, yet these marker genes should be further verified. Using immunofluorescence of skin tissue sections, several marker genes were verified, which were consistent with scRNA-seq analysis. Furthermore, we successfully applied marker genes identified from our data on DPCs isolated *in vitro*. It is worth noting that IGFBP3, a novel marker gene identified from our data, showed a close relationship with the aggregative growth character of DPCs. In line with that, IGFBP3 was mainly expressed in the human DP (Batch et al., 1996). Previous studies have reported that IGF1 and IGF1 signaling as an important mitogenic and morphogenetic regulator was essential for normal hair growth and development (Su et al., 1999; Weger and Schlake, 2005). 

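IGF1 was seen in 70.3% of straight and 56.3% of curly DPC-like cells, at a median depth of 5976 and 4272.5 UMIs, and in 5.73% and 5.39% of endothelial-like cells, at a median depth of 5306 and 3820 UMIs. IGF1 had 393.0 and 415.8 CPM in DPC-like cells, a log2 ratio of 0.08 (-0.01 to 0.17) that counting error alone covers. IGFBP3 rose by 0.35 (0.33 to 0.37) in curly DPC-like cells, and fell by 0.42 in cluster 3 alone, a setting chosen after the data were seen.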

Since IGF1 was expressed in the DP from our data and the IGFBP3 have high affinity for IGFs (Wraight, et al., 1994), we speculated that IGFBP3 played a significant role in DPC aggregative growth through IGF signaling.

Based on the above analysis, we identified 19 populations of skin cells and unmasked their gene expression profiles. Nevertheless, the dynamics of genes expression during progenitors' commitment to terminally differentiated keratinocytes were still unknown. Therefore, according to their transcriptional profile, we reconstructed the differentiation processes by ordering hair follicle epidermal cell lineage cells along a path using a network-based approach (Trapnell et al., 2014). 

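Along the ordering rooted in matrix-like cells, the median pseudotime was 0.061 in matrix-like, 0.211 in IRS-like and 0.241 in hair shaft-like cells. No group can come before the matrix-like cells in an ordering rooted in them, so that the place of other cells ahead of these is not measured. The median was 0.686 in clusters 9 and 18, the KRT6A-rich cells. Their highest marker score was for the companion layer, at 4.98 and 3.42. Only 1 marker of that class was detected in each, under the minimum of 3, so they received no name. The missing name therefore does not argue against the companion layer. KRT6A had 6285.5 CPM in straight and 8223 CPM in curly cells of cluster 9, 3429 and 7006 CPM in cluster 18, and 26.9 and 46.1 CPM in matrix-like cells.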

We revealed that IRS and HS cells were at the end of branches, while the companion layer was at the front. Correspondingly, Mesler et al. report that matrix can be divided into early and late phases; early matrix progenitors form the hair follicle companion layer, whereas later matrix populations progressively form the IRS and HS (Mesler et al., 2017). Meanwhile, we revealed matrix commitment to the HS and IRS based on distinct temporal, molecular, and functional characteristics. Different transcription factors may govern IRS and HS specification. Signals from the dermal cell were required during epidermal cell lineage commitment (Yang et al., 2017); however, it remains unclear how epidermal–dermal cell interactions drive specific cell fate decisions. Therefore, we analyzed intercellular communication networks using CellChat and the public ligand–receptor database. We revealed that DP cells may interact with the epidermal cell through FGF, IGF, and PDGF signaling, while matrix cells regulated HS cells and IRS cells through WNT signaling. Correspondingly, growth factors and cytokines such as IGF1 and FGF7 secreted from DP regulate the proliferation and differentiation of hair follicle keratinocytes surrounding DP (Schlake, 2005; Weger and Schlake, 2005; Nguyen et al., 2018). In addition, the exact ligand and receptor were inferred, including FGF and IGF pairs.

Besides, we preliminarily explored the molecular mechanism underlying wool curvature. Previously, Demars revealed the mutation underlying fleece variation through comparing ancestral hairy sheep with a long and hairy fleece and modern woolly sheep with a short and woolly fleece in genome-wide scale (Demars et al., 2017). However, the detailed regulatory mechanism is still unclear. Driskell demonstrated that Sox2-positive DPCs specify particular hair follicle type in mice, which indicated that the gene expression profiles may affect hair curvature (Driskell et al., 2009). Due to the selection of lambskin traits, segregation of wool curvature character appeared in the Hu sheep population including curly wool and straight wool individuals, which provide an excellent research material to study the biology of wool curvature. Here, we explored the molecular mechanism underlying wool curvature using curly and straight wool Hu sheep at single cell transcriptome. Different from mice, our study had not detected the specific expression of SOX2 in DPCs. We found 74 DEGs in DPC between straight wool and curly wool, including WNT signaling gene and a series of hair follicle development-related genes. Among these DEGs, Spink5-deficient mice displayed impaired keratinization, hair malformation, and a skin barrier caused by abnormal desmosome cleavage (Descargues et al., 2005). *RPTN*, encoding repetin, could interact with trichohyalin and connect to keratin intermediate filaments, which may facilitate straight hair formation in Europeans and East Asians due to variation in the *RPTN* gene (Pośpiech et al., 2018). *SFN* is a cell cycle regulator involved in the program of epithelial keratinization. Mice heterozygous for the *SFN* mutation had severe defects in HS differentiation (Hammond et al., 2012). *DCN* is expressed in the extracellular matrix of DPCs, where it may play a positive role in hair biology (Zhou et al., 2018). *SFRP1*, the WNT/β-catenin signaling antagonist, is expressed in DPCs, which was related to the capability of inducing hair follicles (Bak et al., 2015). Previous studies showed that WNT/β-catenin signaling maintained the hair-inducing capacity of the DPCs (Kishimoto et al., 2000), was involved in hair follicle differentiation through regulating keratin genes (DasGupta and Fuchs, 1999), and was evidently critical for hair curvature (Nissimov and Das Chaudhuri, 2014; Westgate et al., 2017). In accordance with that, we found that KRT71 was differentially expressed in the IRS cells between straight wool and curly wool groups. Current evidence suggests that KRT71 was involved in the determination of natural variation in hair morphology (Fujimoto et al., 2012; Harel and Christiano, 2012). Based on the above results and the consensus that DPC is the regulatory center of hair follicles, we speculated that different activity of the WNT/β-catenin pathway in the DPCs may affect the keratin organization in the IRS and further affect the wool curvature. Besides, GO analysis was performed on these DEGs. Except for GO terms of “hair follicle development” and “supramolecular fiber organization,” it is worth noting that the DEGs enriched GO terms of “negative regulation of cell population proliferation.” As previous study had demonstrated that the number of DPC specified hair size, shape, and cycling (Chi et al., 2013), we assumed that there is a difference in the number of DPCs between curly wool and straight wool individuals. 

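DPC-like cells made up 19.9% (19.0% to 20.9%) of the straight library and 9.39% (8.74% to 10.1%) of the curly library, a log2 ratio of -1.09 (-1.22 to -0.95). Among cells with at least 1750 genes the log2 ratio was -2.11, and under the other alternatives it lay between -1.06 and -1.18. The mixing of follicle and whole-skin suspensions also sets these shares, and each rests on 1 pool. Some of the genes by which these cells are recognised differed as well, with WIF1 at -1.20 as log2 ratio of curly over straight.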

According to the above analysis, we believe that the DPCs may play a critical role in regulating wool curvature. However, more research is needed for a deeper understanding of wool curvature.

## Conclusion

Taken together, our findings provided an unbiased and systematic view of molecular anatomy of the sheep hair follicle comprising 19 clusters, revealed the differentiation, spatial signatures and intercellular communication underlying sheep hair follicle development, and at the same time revealed the potential molecular mechanism of wool curvature, which will give important new insights into the biology of the sheep hair follicle and its associated breeding.

## Data Availability

The single-cell RNA sequencing data used in this research are deposited in NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession number: GSE186204. The original contributions presented in the study are included in the article/Supplementary Material; further inquiries can be directed to the corresponding author.

# Supplementary material for: Single-Cell Transcriptomics Reveals the Molecular Anatomy of Sheep Hair Follicle Heterogeneity and Wool Curvature
**Source:** Front Cell Dev Biol. 2021 Dec 21;9:800157. doi: 10.3389/fcell.2021.800157
**Supplement:** Supplementary file 1

A Curly wool skin

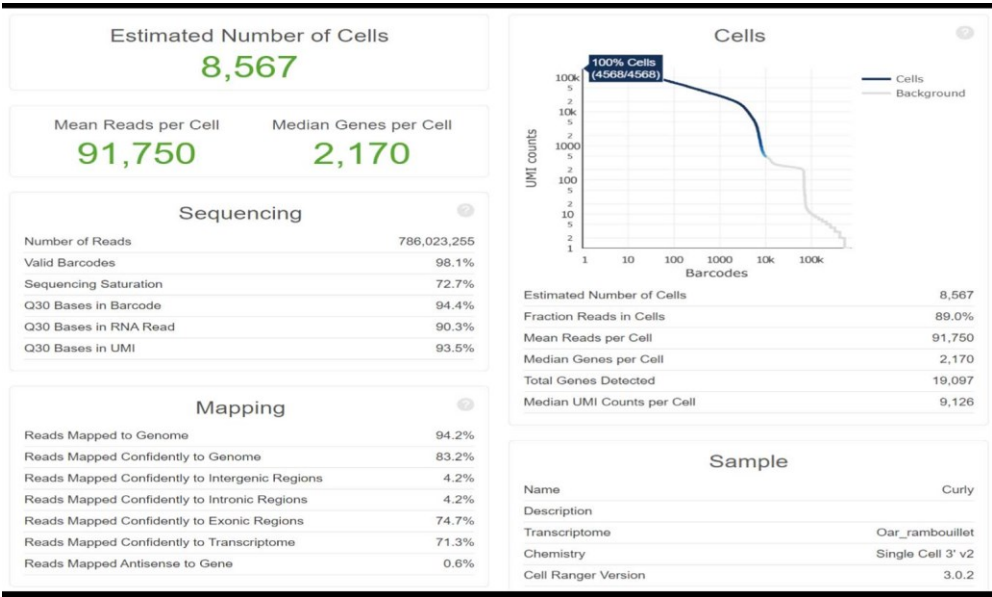

Straight wool skin

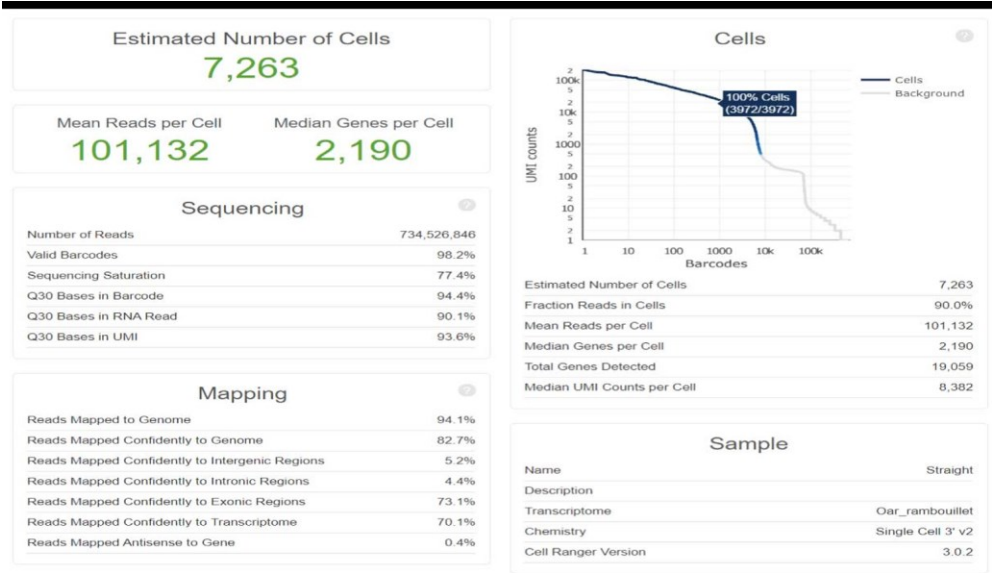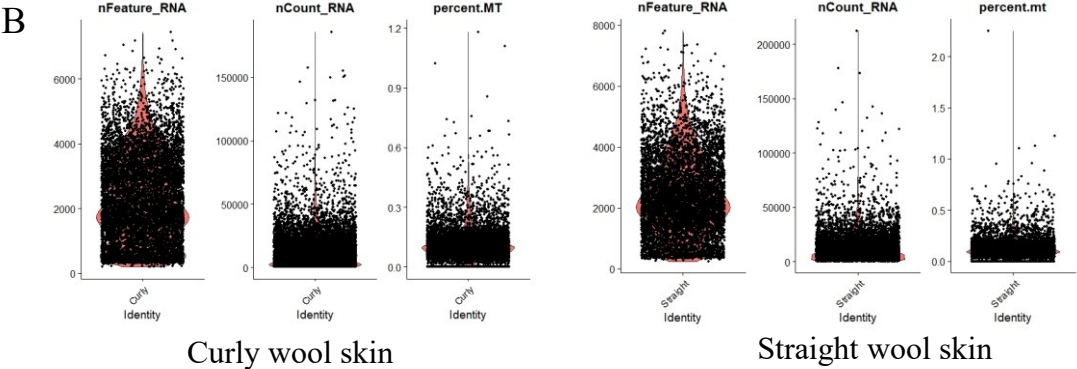

**Supplementary Figure 1** The summary of output of cell Ranger and quality control. (A) The summary of output of cell Ranger. We detected 7,263 single-cell transcriptome profiles for straight wool group and 8567 single cells for waving wool group. (B) Quality control. For each dataset, we filtered cells with unique detected genes less than 200 and genes detected less than 3 cells, total number of detected genes less than 1,750 and percent.mt more than 1.5.

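All 14037 cells of the table had more than 200 genes with a UMI, and all were used. A limit of at least 1750 genes per cell, where applied, kept 3964 straight and 4321 curly cells and removed 5752 cells in all. The limit of 1.5 on percent.mt removed 0 cells, whether the percentage was taken over the 65 symbols that start with MT or over mitochondrial genes by name. The 65 symbols gave a median of 0.105% in straight and 0.096% in curly cells, and at most 1.10% and 1.18%. No gene of the mitochondrial genome is in the table under its own name, so the percentage does not measure mitochondrial RNA.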

Supplementary Figure 2

A

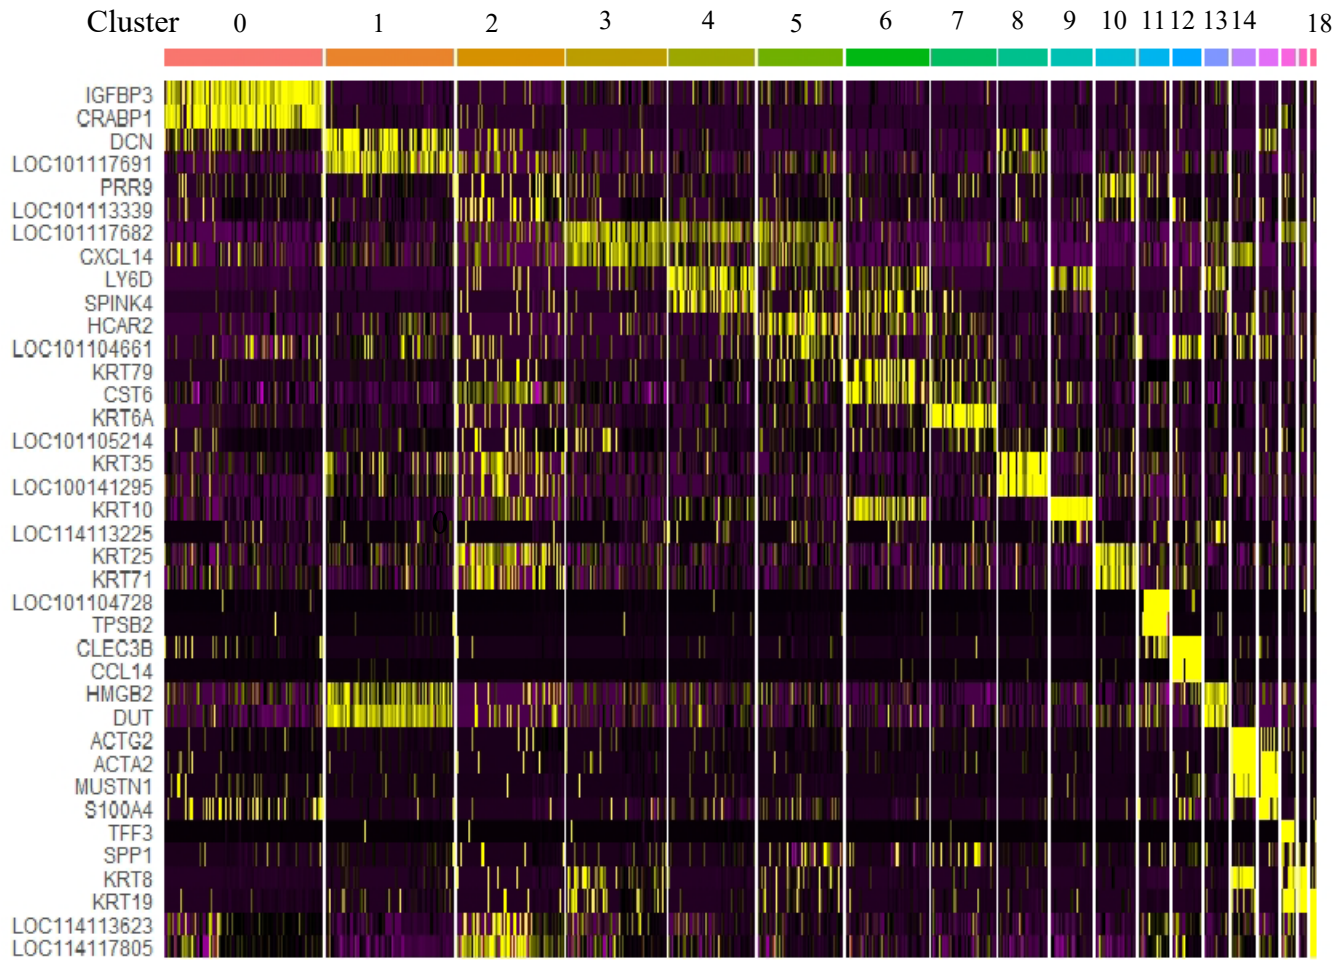

B

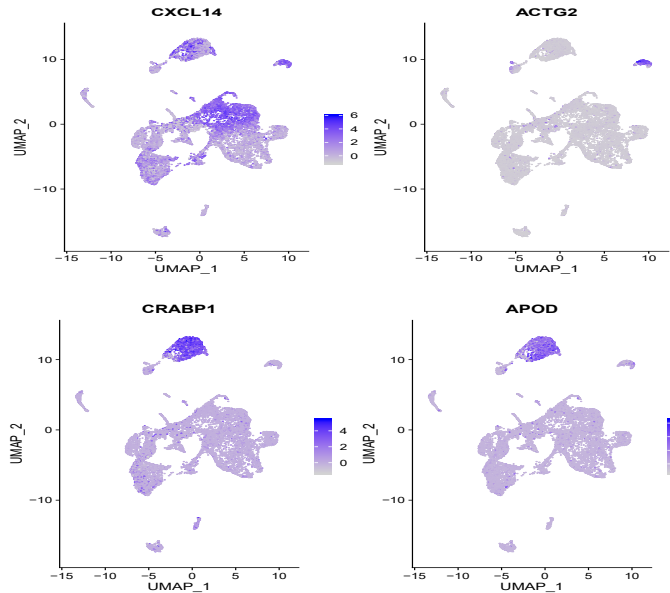

**Supplementary Figure 2** Cell-type identification and gene expression profiles. (A) Clustered heatmap of the top cluster-specific markers of each cluster. (B) UAMP visualization of potential novel markers of cell types.

Supplementary Figure 3

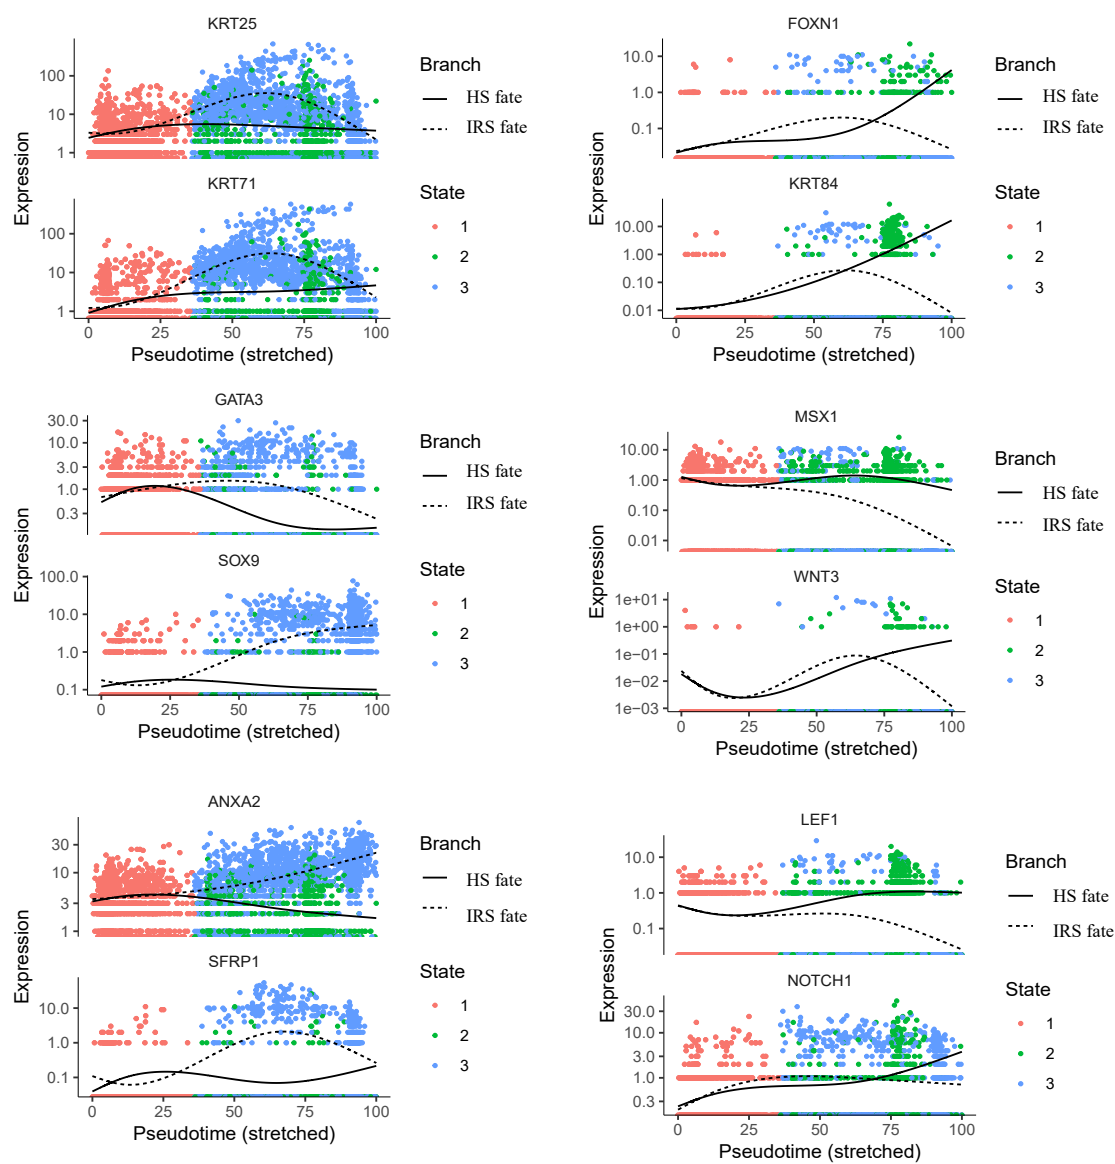

**Supplementary Figure 3** Representative gene expression along pseudotime. Cells were color-coded with cell states and the solid line represents hair shaft fate, while the dashed line represents IRS fate.

How the deposited data were processed for this re-analysis (not part of the article)

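Skin of 3 straight wool and 3 curly wool Hu sheep lambs was pooled by wool type, and each pool gave 1 library of 10× Genomics single-cell RNA-seq. Suspensions of hair follicles and of whole skin were mixed before loading. With 1 library per wool type, no test between straight and curly wool, no p-value and no paired analysis was possible, and the 2 libraries were not treated as replicates of one another.

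The authors aligned the reads to Oar_rambouillet_v1.0, counted UMIs, filtered the cells and deposited 1 table of 18161 genes in 14037 cells, whose values are the natural log of 1 plus UMIs scaled to 10000 per cell. Counts had been assumed when the comparisons were planned, so UMI counts were calculated back from the deposited natural log values, with a step per cell taken from its smallest value. For 100% of the 28552149 values above 0 the result was a whole number within 0.01, with a largest deviation of 0.0067. The straight library holds 6452 cells and 57956122 UMIs, and the curly library 7585 cells and 77634565 UMIs. A gene without a UMI in a whole library may lie at up to 3 counts, or 0.0518 CPM in straight and 0.0386 CPM in curly cells. The normalization is not stated in the methods of the paper, and was read from the values. Names missing from the table were looked up in a RefSeq annotation of ARS-UI_Ramb_v3.0, which is another assembly than the authors', so it served for names (KRT14, KRT15 and USP18) and no position was taken from it.

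Cells with at least 200 genes and at most 1.5 percent.mt were kept, which removed 0 cells. The libraries were integrated in Seurat 5.3.0 under R 4.3.3 by anchors on 2000 variable genes and 30 dimensions, and clustered on 30 principal components at resolution 0.4, the lowest in steps of 0.1 that gave at least 19 clusters. The number of clusters at a resolution depends on the numerical library and its threads, which were fixed, and with another setting resolution 0.3 reached this minimum and would have been taken, which was not carried further. Each cluster was named by the class with the highest mean log2 ratio of its markers over the other clusters, with 5 CPM added. The name was given if that score was at least 1.5 and at least 3 markers were detected in at least 10% of its cells, and if no other class had more markers among the 10 leading genes of the cluster. A cluster with low UMIs in both libraries and no marker of its class among its leading genes was also left unnamed, which applied to cluster 21. The score used the markers written down before the data were examined, while these limits were set after the data had been seen, as was a minimum of 25 cells of a class in each library for any comparison. Classes were checked by leaving out each marker that is also a result.

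UMIs were summed per class and library, divided by all UMIs of that class and library and given as CPM, with exact Poisson 95% intervals, and shares of cells with exact Clopper-Pearson 95% intervals. The log2 ratio of curly over straight has an exact interval from the binomial split of the 2 sums. These intervals cover counting error only. Where a sum was 0, 0.5 UMI was added to rank genes, and the fold is given as a bound against 3 counts over the class. Genes were ranked by log2 ratio when they had at least 100 UMIs in the class. Branches came from complete linkage of cluster means, with 6 branches. Diffusion pseudotime was calculated in scanpy 1.11.5 with 30 neighbours and 10 components. A ligand or receptor counted as detected at a share of at least 10% of cells. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

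Gene lists for interferon response, dissociation response, haemoglobin, IRS keratins, hair shaft keratins, epidermal keratins, collagens, sex-linked genes and mitochondrial genes were compared by the median log2 ratio of members with at least 20 UMIs, where at least 5 had them. Each median has a bootstrap interval over genes (2000 draws) and a percentile among 10000 random lists matched on expression, and was also calculated with genes of 0 UMIs in a library at 3 counts. Lists of epithelial, dermal and cycling genes and of IRS genes without KRT71 were added later for single tests.

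The genes named in the text are those the paper names for these data in its results or Table 2, of each of the DPC-like and IRS-like classes the 5 genes with the largest and the 5 with the smallest log2 ratio, and members of the gene lists. DES and RGS5, which fall outside this rule, were named after their values were seen. Some genes that this rule selects are not reported here. Tables S4 to S9 of the paper were compared gene by gene with the sign of avg_logFC, and pct.1 and pct.2 with the shares of cells with a UMI. The clusters closest to Tables S6 to S9 in pct.1 (7, 11, 2 and 10) were chosen after the data had been seen. Only 1998 entries each of Tables S1 and S2 were held, and these tables were not used for counts.

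Alternatives were cells with at least 1750 genes, removal of called doublets (842 cells, the highest 6% of Scrublet scores in each library, since the threshold called only 0.442% of cells), resolutions 0.5, 0.8 and 1.2, no integration, 20 principal components, average linkage, the mean of per-cell CPM, TMM factors, cells thinned to 2000 UMIs, and mitochondrial genes by name. With the gene limit, doublet removal, another resolution, no integration or 20 principal components, the cells were clustered or named anew. A class can then hold other cells than before. Thinning left out cells with under 2000 UMIs and gave each cell kept the same weight, so that it changes more than depth. Cluster 3 alone, cluster 6 alone, integrated values and the mean of the deposited values were added after the data had been seen. The calculation of the ratios was checked on sums drawn with counting error alone, in which 200 genes of a class were changed. The changes made were larger than many of the ratios given in the text. No spread between cells or pools, free RNA or mix of clusters was simulated. The intervals rest on the same counting model, so the check says nothing about the ratios of the data beyond counting error. In DPC-like cells 200 of 200 had the right sign, and the interval held the true ratio for 95.0% of changed and 95.3% of other genes. In IRS-like cells these were 200 of 200, 95.5% and 95.9%. Monocle, CellChat and Metascape were not used here, nor were the reads and the immunofluorescence images.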

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

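Of the tests in this part, those on free RNA, depth and the pools behind the interferon genes and all tests on LOC114115666, cluster 21 and HBB were chosen only after the result was seen. None of these genes is discussed in the text of the paper's results, though IFI6 and HBB are listed in its tables.

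Interferon response genes were higher in the curly library. In DPC-like cells their median log2 ratio of curly over straight was 1.92 (1.33 to 3.01), with 20 of 21 genes higher and a percentile of 100 among random lists, and IFI6 had 15526 CPM in curly against 441.4 CPM in straight cells. With genes of 0 UMIs in a library set at 3 counts of the class, the medians of the 13 named classes ran from 0.72 in IRS-like cells (9 genes) to 3.92 in basal IFE-like cells (22 genes). The bootstrap interval over genes reached below 0 in sweat gland-like cells (-0.63 to 3.64, 5 genes) and in no other named class. A change in 1 class of cells alone is argued against by the medians above 0 in 13 of 13 named classes. Free RNA alone is argued against by IFI6, whose CPM differed 69.4-fold between the highest (DPC-like) and the lowest curly class (IRS-like, 223.9 CPM). Depth is argued against by the median of 1.89 after thinning to 2000 UMIs per cell. With 1 library per wool type, a state of 1 pool of lambs or of 1 preparation and a difference between straight and curly wool cannot be told apart, and the latter was not tested.

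LOC114115666 had 5978 UMIs in the straight library (103.1 CPM) and 85 UMIs in the curly library (1.09 CPM). Another mix of classes is argued against, since the gene was lower in curly cells in 13 of 13 named classes, each with an interval below 0. A sequence difference between the pools that changes how reads are assigned and a lower expression in curly wool lambs cannot be told apart from the 85 UMIs that remain, because the reads were not used here.

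In the curly library 79.6% of the 24729 UMIs of LOC105607568 lay in cluster 21, which holds 18 straight and 64 curly cells and received no name. For LOC114117975 and LOC114117976 it was 81.5% of 26862 UMIs and 82.4% of 15432 UMIs, and all 3 genes had 0 UMIs in the straight library. The remaining UMIs were spread over every named curly class, with at most 4.29-fold between the highest and the lowest CPM, which is in line with free RNA from the cells of cluster 21. The highest marker score of cluster 21 was that of the sweat gland class, 1.97 with 4 detected markers. With low UMIs and no such marker among its leading genes, it was left unnamed. What the cells of cluster 21 are, and why its 18 straight cells lack these genes, stays open, and wool type was not tested as a reason.

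HBB had 806 UMIs in curly and 1 UMI in straight IRS-like cells. Of the 806, 803 lay in 1 of the 4 cells with a UMI, which is consistent with a droplet that also held RNA of a red blood cell. No biological explanation was tested.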

How the results depend on the processing

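The settings with cluster 3 alone, cluster 6 alone, integrated values and the mean of deposited values were chosen only after the results were seen. No paired analysis was possible because each wool type has 1 library, and no test had a threshold to pass. Where a value below changed its sign or moved, the cause was not tested unless it is named.

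Several summary values stayed within 1.5 times, or within the interval, of the value reported. The number of clusters ran from 19 to 31, the marker genes highest in their class from 22 (without integration, where no basal IFE-like, cycling-like or ORS-like class was named) to 27, the genes ordered towards the stated end from 13 to 15, and the genes of Table S4 with the direction of the table from 57 to 69. For Tables S8 and S9 together the range was 128 to 157, and for Tables S5 to S7 it was 100 to 110. The interferon median in DPC-like cells ran from 1.47 with called doublets removed to 2.43 with the mean of per-cell CPM.

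Others did not stay. The log2 ratio of the DPC-like share was -2.11 among cells with at least 1750 genes. Without integration 23 ligand and receptor entries were detected, since only 31 had both of their classes named. With cells thinned to 2000 UMIs, pct.2 of Table S4 exceeded the straight share of cells by 62.8 points, as fewer UMIs lower the share. Without integration the HFSC-like class held 3 straight and 752 curly cells and gave no ratio, and the mean of per-cell CPM gives no value for shares of cells in the ligand and receptor pairs.

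Log2 ratios of single genes changed sign as follows. Among cells with at least 1750 genes S100A4 was at 0.09 in DPC-like cells, PRR9 at 0.032 and KRT28 at 0.17 in IRS-like cells, and SFRP1 at 0.56 and KRT15 at 0.42 in HFSC-like cells. With called doublets removed PRR9 was at 0.15 and KRT28 at 0.10. At resolution 0.8 COL1A1 was at -0.72 and COL1A2 at -0.62 in DPC-like cells, and SFRP1 at 0.39 and KRT15 at 0.083 in HFSC-like cells. Without integration COL3A1 was at -0.092, COL1A1 at -0.79 and COL1A2 at -0.70 in DPC-like cells. With the mean of per-cell CPM COL6A3 was at -0.039 in DPC-like cells, and RPTN at -0.10 and PRR9 at 0.11 in IRS-like cells. TMM factors put MSX1 at 0.002 in matrix-like cells, and SFRP1 at 0.025 and FOS at 0.055 in HFSC-like cells, because they shift every ratio of a class alike. Thinning put COL3A1 at -0.039, COL1A1 at -0.040 and COL6A3 at -0.18 in DPC-like cells, and RPTN at -0.058 in IRS-like cells. In cluster 3 alone SFN was at -0.20, COL3A1 at -0.073, COL6A3 at -0.31 and IGFBP3 at -0.42. In cluster 6 alone SFRP1 was at -0.78, COL3A1 at -0.11, COL1A1 at -0.92, COL1A2 at -1.27 and S100A4 at 0.95.

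Over all results, 52 moved, 5 changed sign and 53 stayed within their interval or range among cells with at least 1750 genes. In the same order these were 37, 4 and 67 at resolution 0.8, 34, 3 and 41 with the mean of per-cell CPM, 30, 4 and 38 with thinning, 26, 2 and 81 with called doublets removed, 21, 3 and 65 without integration, and 15, 3 and 58 with TMM factors. They were 13, 0 and 19 at resolution 1.2, 11, 0 and 22 with 20 principal components, and 8, 0 and 22 at resolution 0.5. In cluster 3 alone 12 moved, 4 changed sign and 7 stayed, and in cluster 6 alone 13, 5 and 5. With the mean of the deposited values 37 of 42 ratios kept their direction.

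Depth limits the small classes. The ORS-like class has 25 straight cells and the contractile-like class 83, and in the IRS-like class 111 straight cells leave up to 1.76 CPM for a gene without a UMI. The immune-like class has 91 curly cells, at a median of 2034 UMIs. The sweat gland-like class has 104 straight and 85 curly cells, at a median of 4831 and 5276 UMIs.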

Differences from the paper's values

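The integrated values, the mean of the deposited values and single clusters were chosen only after the results were seen. The paper's test took cells as replicates, while here each wool type counts as 1 library and no test was made. All values are natural logs of curly over straight, which is the scale of avg_logFC in the paper's tables, for DPC-like cells and Table S4 unless stated otherwise.

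For SPINK5 the paper's value is 0.253 and the value here 1.38, for RPTN the paper's is 0.3903 and here it is 1.14, and for CRABP1 the paper's is 0.269 against 0.654 here. For SFRP1 the paper's value is 0.340 against 0.116 here, for COL1A1 the paper's is 0.582 against 0.249, for COL1A2 the paper's is 0.625 against 0.190, for COL4A1 the paper's is 0.511 against 0.991, and for DCN the paper's is 0.370 against 1.18 here. For IFI6 the paper's value is -0.332 and the value here 3.56, and for KRT71 in Table S8 and IRS-like cells the paper's is 0.444 against 0.267 here. For these genes none of the alternatives set before the data were examined brought the value within the paper's, and for KRT71 TMM factors came nearest, with 0.475. The group of Table S8 is unlike the IRS-like class, since its pct.1 differed from the curly shares of cells by 11.9 points at the median in IRS-like cells and by 0.661 points in cluster 2, where KRT71 was at 1.68 here.

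For SFN the paper's value is 0.291 against 0.1002 here, and the mean of per-cell CPM gave 0.258, close to the paper's, while the other alternatives set before the data were examined did not come close. For COL4A2 the paper's value is 0.291 against 0.576 here, and thinning to 2000 UMIs alone came close, with 0.338. For COL3A1 the paper's value is 0.472 against 0.253 here, and only cells with at least 1750 genes came close, with 0.436. For S100A4 the paper's value is -0.255 against -0.0588 here, and no integration and thinning came close, with -0.237 and -0.262, while the other alternatives did not.

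With integrated values in place of UMIs, chosen after seeing the values, the difference from the paper's avg_logFC over the 74 genes of Table S4 was 0.026 at the median, against 0.748 with UMIs. With them 74 of the 74 genes had the paper's sign, so that none of its genes was dropped, against 69 with UMIs. For Table S8 and cluster 2 the integrated values gave the paper's sign for 133 of 135 genes, against 96 with UMIs. For the other tables the number hardly changed, with 6 of 6 genes for Table S5 and matrix-like cells against 5 with UMIs, 72 of 87 for Table S6 and cluster 7 against 70, 30 of 33 for Table S7 and cluster 11 against 30, and 42 of 51 for Table S9 and cluster 10 against 43. The mean of the deposited values, also chosen after seeing the values, came near the paper's for RPTN (0.366), COL4A1 (0.426) and S100A4 (-0.212), and gave COL3A1, COL1A1, COL1A2 and IFI6 the opposite sign to the paper's. In cluster 6 alone, chosen in the same way, COL4A2 had a log2 ratio of 0.33.

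In the paper's own tables the adjusted p is 1 for SFRP1, COL1A1, COL1A2, COL4A1, COL6A3, DCN and IFI6 in Table S4 and for KRT71 in Table S8, and 0.188 for COL3A1, although the paper counts them as differentially expressed. The paper's text and the panels of its Supplementary Figure S1 give the numbers of genes for opposite wool types.

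Of the 34 pairs of a marker gene and a class that the paper states for classes named here, which leaves out the companion layer and the dermal fibroblasts, 27 were highest in the stated class in both libraries here. Among the paired genes 25 also took part in naming the clusters, so that their place was partly set in advance. SOX18 was highest in endothelial-like cells, MSX1 and ID3 in hair shaft-like cells, KRT14 in cycling-like cells, LGR5 in ORS-like cells in straight skin, CXCL14 in contractile-like cells in curly skin, and POSTN in HFSC-like cells in straight skin. Of 15 genes the paper assigns to an end of the trajectory, 13 were higher there in both libraries, where the ends here consist mostly of the named classes. The paper places SFRP1 at the IRS end, where it had 4.17 CPM in straight and 9.08 CPM in curly cells against 4.38 and 10.4 CPM at the hair shaft end. These are 6 and 55 UMIs against 14 and 60, the intervals overlap in both libraries, and the order of the ends is not settled at this depth. The mean of per-cell CPM put SFRP1 higher at the IRS end, with 18.6 against 5.07 CPM in straight and 16.9 against 16.0 CPM in curly cells. The paper places KRT2.11 at the hair shaft end, where it had 5.94 CPM in straight cells against 6.95 CPM at the IRS end, and in curly cells 7.09 against 4.13 CPM, and in straight cells the intervals overlap (3.58 to 9.28 and 3.33 to 12.8 CPM). Cluster 2, the cluster closest to Table S8, has KRT2.11 among its leading genes and was not part of the ordering here. The paper ordered both of its IRS clusters, so that the cells compared are unlike. With 20 principal components, and with the mean of per-cell CPM, 15 of the 15 were higher at the stated end.

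The paper states that SOX2 and CD34, as markers of DPCs and HFSCs, were not detected, while it lists CD34 for endothelial cells. Here SOX2 had 102 UMIs in straight and 19 UMIs in curly DPC-like cells, and CD34 had 12 and 26 UMIs in HFSC-like cells, where 2.38% and 3.25% of cells had it.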

Other observations

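The tests on the detection shares of Table S4, on IRS keratins in DPC-like cells and on the handling of the suspensions were set before the results were seen, and all others in this part were chosen after. In every pattern here a difference between straight and curly wool stays open and was not tested, unless the pattern is within 1 library.

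In Table S4 all 74 genes have a pct.2 above pct.1, although 67 have an avg_logFC above 0. Here pct.1 differed from the curly share of DPC-like cells with a UMI by 0.282 points at the median, while pct.2 exceeded the straight share by 47.1 points, and by more than 20 points for 55 genes. Shares of cells with a value above 0 after integration differed from pct.2 by 0.494 points. These values are consistent with tables made from integrated values in place of counts. The ratio of adjusted p to p in Table S4 is 2000, the number of variable genes. Of the 74 genes, 40 have an adjusted p under 0.05 in the paper's table.

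Keratins of the IRS were higher in curly DPC-like cells, with a median log2 ratio of 1.59 (0.91 to 2.05), 6 of 6 genes higher and a percentile of 100. In endothelial-like cells, which should lack them, KRT71 rose by 1.59 and the intervals of 6 of 6 IRS genes overlapped those of DPC-like cells, which is consistent with RNA from other cells in the droplets. The IRS-like share of the library was also higher in curly skin (5.17% against 1.72%). In IRS-like cells themselves the median was 0.34 (-0.47 to 0.53).

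Collagens had a median log2 ratio of 0.32 (-0.15 to 0.60) in DPC-like cells, with 8 of 10 genes higher and a percentile of 99.4, and of -1.30 in matrix-like cells, with 0 of 10 higher. Within the clusters of the DPC-like class the median was 0.097 (-0.375 to 0.656) in cluster 3, with 5 of 10 higher and a percentile of 90.65. In cluster 6 it was -0.11 (-0.859 to 0.276), with 3 of 10 higher and a percentile of 36.61. At resolution 0.8 the ratio of COL1A1 in DPC-like cells was -0.72, after 162 straight and 84 curly fibroblast-like cells had been separated. LUM had 1406 CPM in straight and 2417 CPM in curly cells among these, against 60.1 and 34.9 CPM in the cells DPC-like at both resolutions. This is consistent with fibroblast-like cells as the source of the higher COL1A1 and COL1A2 in the curly class, and leaves COL4A1, which rose in every setting tried, open. COL3A1 did not rise within either cluster of the class (-0.07 in cluster 3 and -0.11 in cluster 6), so that its rise over the class goes with the mix of these clusters.

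In cluster 2, the cluster closest to Table S8, KRT71 was higher in curly cells. Of the curly cells of cluster 2, 7.88% (6.18% to 9.86%) had at least 1% of their UMIs from 5 other IRS genes, against 2.02% (0.874% to 3.93%) of straight cells. In these IRS-rich cells KRT71 had 3497 CPM (2958 to 4106) in straight and 15015 CPM (14236 to 15825) in curly skin. Per IRS-rich cell it had 18.6 UMIs (15.75 to 21.87) in straight and 20.2 UMIs (19.13 to 21.26) in curly skin. These intervals overlap, so that the gap in CPM is not one in KRT71 UMIs per cell. In the other cells of the cluster KRT71 still rose by 2.21 (1.98 to 2.46) on the log2 scale. Per 100 UMIs of the 5 other IRS genes KRT71 had 23.1 UMIs in straight and 45.8 UMIs in curly cells of the cluster, a log2 ratio of 0.98 (0.81 to 1.16), against 43.6 and 47.7 UMIs in IRS-like cells. Free RNA spread alike over the droplets is argued against for the IRS-rich cells, since 75.0% (34.9% to 96.8%) of the straight and 36.2% (24.99% to 48.7%) of the curly ones had at least 5 KRT71 UMIs, against 0% (up to 0.747%) and 1.16% (0.2404% to 3.36%) of immune-like and endothelial-like cells. Droplets with more free RNA than others are not ruled out, since only the IRS-rich cells were selected for RNA of other IRS genes. The straight share rests on 6 of 8 cells. In the other cells of the cluster free RNA alone and KRT71 of the cells themselves cannot be told apart, since KRT71 had 0.429 UMIs per cell (0.367 to 0.4996) in straight skin, no more than the 0.463 (0.405 to 0.528) of immune-like and endothelial-like cells, while in curly skin it had 1.37 (1.29 to 1.45) against 1.01 (0.889 to 1.14). More cells above the limit of 1% are thus not the whole source of the higher KRT71 in curly cells. But more IRS RNA added to cells with little KRT71 would raise the number per 100 towards that of IRS-like cells as well. A higher number of KRT71 UMIs per cell was not seen beyond the intervals in the IRS-rich cells, though only 8 of these were straight. For the rest of the cluster, more IRS-like cells or RNA and a higher KRT71 per cell cannot be told apart.

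Dissociation response genes differed between the libraries in opposite directions. Their median was 0.63 (0.57 to 0.83) in contractile-like cells and -0.39 (-0.62 to -0.20) in DPC-like cells, and the interval lay above 0 in 4 and below 0 in 3 of the 13 named classes, which argues against 1 difference in handling that acted on all cells alike. A difference in handling that acts on each class in its own way stays open.

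The HFSC-like clusters differed in the same genes. In curly cells their median log2 ratio of cluster 11 over cluster 7 was 3.12 (2.62 to 3.54), and in straight cells 1.69 (1.39 to 2.13), which is consistent with a dissociation response in cluster 11. For cycling genes the median was -0.42 (-0.51 to -0.32) in curly and -0.68 (-1.66 to 0.31) in straight cells, over 2 genes each, whose interval only spans their 2 values, so that less proliferation in cluster 11 stays open.

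Cluster 15, rich in ACTG2, held epithelial RNA, with 6 of 6 epithelial genes higher than in cluster 17 and in endothelial-like cells in both libraries. KRT5 had 4183 and 4062 CPM there, against 468.2 and 848.4 CPM in cluster 17, while 5 of 5 dermal genes with enough UMIs were lower than in cluster 17. COL1A1 had 10.4 and 18.6 CPM against 708.9 and 272.1 CPM. VIM, at 825.7 and 2350 CPM, was above its 70.9 and 86.5 CPM in basal IFE-like cells, and with called doublets removed the class fell from 83 to 44 straight and from 273 to 230 curly cells. The epithelial genes suggest epithelial cells with smooth muscle genes as a candidate explanation for the cluster that the paper names dermal sheath, while droplets that mix both kinds of cells stay open.

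Of all SOX2 UMIs, 82.9% (75.8% to 88.6%) lay in DPC-like cells, which hold 8.21% of all UMIs. This argues against free RNA alone and leaves expression in few DPC-like cells open. In curly DPC-like cells SOX2 was at -1.09 (-1.88 to -0.37) as log2 ratio.

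Keratins of the hair shaft had a median of -0.65 (-1.03 to 0.21) in hair shaft-like cells and -0.04 in DPC-like cells. Epidermal keratins had a median of 0.81 in basal IFE-like cells, with 10 of 10 genes higher, and 0.54 (0.20 to 1.17) in DPC-like cells. Haemoglobin, sex-linked and mitochondrial genes gave no value, since fewer than 5 members of each list had 20 UMIs in a class.

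Among the genes with the largest ratios in DPC-like cells were LOC105607568, LOC114117975, LOC114117976 and MBP, each with 0 straight UMIs and at least 298.4, 280.8, 164.8 and 117.7-fold higher in curly cells. The smallest ratios were those of LOC114108660, with 131 straight and 0 curly UMIs and at least 17.3-fold lower, LOC114115666 (-5.81), BST1 (-4.79), TMSB15B (-4.52, from 116 and 2 UMIs) and LOC101103238 (-4.05). In IRS-like cells the largest were those of LOC101113168 (8.57, from 1 and 1534 UMIs), HBB (7.64), LOC114117888 (0 and 388 UMIs, at least 32.0-fold higher), IFI6 (7.57, from 2 and 1539 UMIs) and LOC105607568 (at least 28.9-fold higher). Among the smallest there were those of LOC114115666 (-6.91), FLG (-2.44), S100A1 (-2.17) and LGALS1 (-2.05).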
